# *Phf8* histone demethylase deficiency causes cognitive impairments through the mTOR pathway

**DOI:** 10.1038/s41467-017-02531-y

**Published:** 2018-01-09

**Authors:** Xuemei Chen, Shuai Wang, Ying Zhou, Yanfei Han, Shengtian Li, Qing Xu, Longyong Xu, Ziqi Zhu, Youming Deng, Lu Yu, Lulu Song, Adele Pin Chen, Juan Song, Eiki Takahashi, Guang He, Lin He, Weidong Li, Charlie Degui Chen

## Abstract

Epigenomic abnormalities caused by genetic mutation in epigenetic regulators can result in neurodevelopmental disorders, deficiency in neural plasticity and mental retardation. As a histone demethylase, plant homeodomain finger protein 8 (*Phf8*) is a candidate gene for syndromal and non-specific forms of X-chromosome-linked intellectual disability (XLID). Here we report that *Phf8* knockout mice displayed impaired learning and memory, and impaired hippocampal long-term potentiation (LTP) without gross morphological defects. We also show that mTOR signaling pathway is hyperactive in hippocampus in *Phf8* knockout mouse. Mechanistically, we show that demethylation of H4K20me1 by *Phf8* results in transcriptional suppression of RSK1 and homeostasis of mTOR signaling. Pharmacological suppression of mTOR signaling with rapamycin in *Phf8* knockout mice recovers the weakened LTP and cognitive deficits. Together, our results indicate that loss of *Phf8* in animals causes deficient learning and memory by epigenetic disruption of mTOR signaling, and provides a potential therapeutic drug target to treat XLID.

## Abstract (web summary)

Mutations in PHF8 gene are genetically associated with X-linked mental retardation. Here, Chen et al. show that Phf8 KO mouse have cognitive and synaptic plasticity impairment, and pharmacological inhibition of mTOR signaling can partially alleviate such defects.

## Introduction

Intellectual disability is a heterogeneous neurodevelopmental disorder characterized by impaired intellectual and adaptive functioning^1^. Genetic deficiency in X chromosome has been identified as one of the most important causes of intellectual disability, based on the clinical observation that mental retardation occurs more often in males than in females^2^. Large-scale genetic analysis and functional studies have revealed the causal relationship between genetic mutations, deletions or duplications in X chromosome and X-linked intellectual disability (XLID)^2–7^. For example, mutation of *FMR1* gene at Xq27 leads to dendritic spine abnormalities, impaired synaptic plasticity and severe mental retardation^8,9^.

Systematic mutation screening of brain-expressed genes and linkage analysis of familial mental retardation have identified plant homeodomain finger protein 8 (*Phf8*, located in Xp11.2) as one of XLID-associated genes^10–12^. PHF8 contains two functional domains, an amino-terminal PHD finger recognizing lysine-methylated histones and a JmjC domain catalyzing lysine demethylation. Previous in vitro demethyaltion assays have shown that PHF8 can demethylate histone H3K9me2/me1, H4K20me1, and/or H3K27me2^13–16^. Genetic silencing of *Phf8* in cultured cells leads to a delay in G1–S transition during cell cycle progression and impaired neuronal differentiation^14,17^. In vivo functional studies have revealed that loss of PHF8 causes apoptosis of neural cells in zebrafish and compromised locomotion in nematode, respectively^13,15^. Together, these studies provide evidence for the potential role of PHF8 in regulating cell differentiation and survival. However, the role of PHF8 in neural and cognitive function within mammalian brains remains unknown.

Homeostatic protein translation in neurons is critical for activity-dependent synaptic plasticity and cognitive function. Ribosomal S6 kinase (RSK) controls protein translation by promoting signaling cascade of mammalian target of rapamycin (mTOR), a serine/threonine kinase regulating translation rate and long-lasting synaptic plasticity^18,19^. Hyperactive mTOR signaling cascade and overactivation of local dendritic translation have recently been reported in mouse models of tuberous sclerosis, Fragile X and Down’s syndrome, all of which display intellectual disability^20,21^.

Here, we show that *Phf8* knockout mice display impaired long-term potentiation (LTP) and deficiency in learning and memory. The epigenetic disruption of RSK-mTOR-S6K signaling is involved in cognitive defects by loss of *Phf8* and that the FDA-approved mTOR inhibitor rapamycin can rescue the behavioral and LTP deficits caused by *Phf8* deletion.

## Results

### Generation of *Phf8* null mice

The lack of animal model with mutant *Phf8* impedes the progress in uncovering the cellular and molecular mechanisms underlying XLID. To model mental retardation in humans with PHF8 deficiency, we generated *Phf8* knockout (KO) mice by targeting the exons 7 and 8 encoding the core region of mice PHF8. The strategy of generating KO allele was described in detail in previous work^22^. Genotyping results showed recombinase-mediated efficient deletion of exons 7 and 8 in the genome of mutant mice (Supplementary Fig. 1a). The genetic disruption of *Phf8* was validated at protein level by immunoblotting (Supplementary Fig. 1b). We further confirmed the loss of *Phf8* in cortical and hippocampal neurons by immunostaining on *Phf8*-deficient brains (Supplementary Fig. 1c).

### *Phf8* null mice show learning and memory impairment

To address whether *Phf8* knockout mice mimic the intellectual disability in patients, we evaluated the learning and memory capacity of mice. Morris water maze was used to determine their spatial learning and memory. In the test, the control wild-type (WT) mice learned to use spatial cues to navigate a direct path to the hidden platform and displayed a significant preference for target quadrant at 3 (probe test 1), 5 (test 2), and 7 (test 3) days after training (Fig. 1a). However, the mutant mice exhibited significantly increased escape latency during the training process (Fig. 1b). In probe trials, we performed to assess spatial memory, the preference for target quadrant was strikingly compromised in KO mice as compared with WT mice (Fig. 1a). The observation that the swimming speed during training and the escape latency in water maze test with visible platform were comparable between control and mutant mice rules out the effect of motor and perceptual abilities on the spatial learning and memory (Fig. 1c, d).

**Fig. 1:**
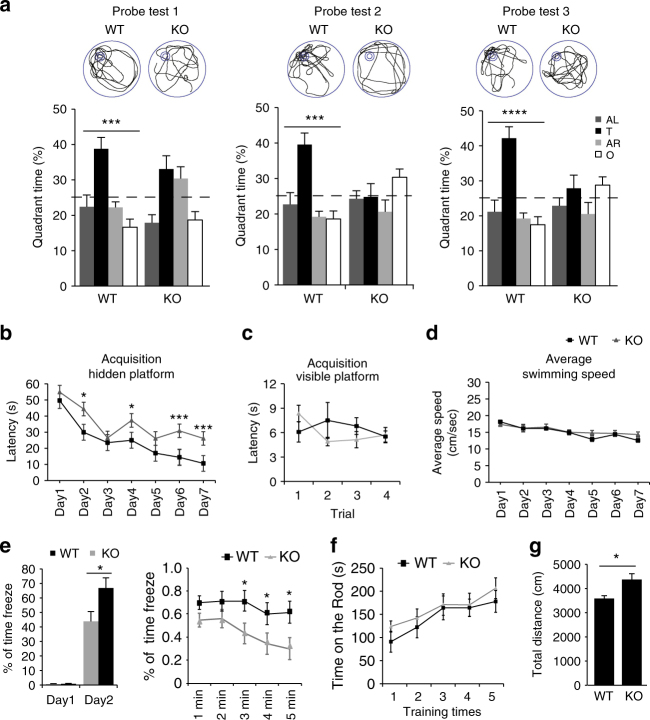
*Phf8* null mice show impaired learning and memory. **a** Morris water maze. Percentage time spent in each quadrant during the probe trials and representative swim trajectory of each group were given after 3 (probe test 1), 5 (probe test 2), and 7 (probe test 3) days of training (wild type (WT), *n* = 17; KO, *n* = 11; paired two-tailed *t*-test for water maze test). Four quadrants: adjacent left (AL), target quadrant (T), adjacent right (AR), opposite quadrant (O). **b** The escape latency time to reach the hidden platform during the 7-day training (WT, *n* = 17; KO, *n* = 11; unpaired two-tailed *t*-test). **c** The escape latency time to reach the visible platform within four trials given after probe test 3. **d** Average swimming speed of animals during the training with hidden platform. **e** Contextual fear conditioning test. Left, the baseline freezing time (Day 1) was recorded before foot shocks exposure to mice. The percentage of freezing time in the training context was measured 24 h after the conditioning (Day 2). Right, the freezing behavior of every minute observed during testing phase of contextual fear conditioning. The percentage of freezing time displayed significant difference in the last 3 min (WT, *n* = 15; KO, *n* = 12; unpaired two-tailed *t*-test). **f** Motor performance on the rota-rod. Both WT and Phf8 KO mice were given 5 trials on an accelerating rota-rod (4–40 r.p.m. over 5 min) within 1 day. The average duration time that mice stay on rota-rod in each trail was shown. (WT, *n* = 10; KO, *n* = 10). **g** Open-field test. The total moving distance traveled in 20 min. (WT, *n* = 20; KO, *n* = 19; unpaired two-tailed *t*-test,). All data are represented as mean ± s.e.m. *p < 0.05, ***p < 0.001 and ****p < 0.0001)

We also evaluated whether PHF8 is essential for consolidation of fear memory with contextual fear conditioning test, and found that the freezing time of mutant mice receiving foot shock 1 day before test was shorter than that of control mice (Fig. 1e). However, additional behavioral tests showed that *Phf8* mutant mice did not display any motor disability but, instead, a slight increase in spontaneous activity (Fig. 1f, g). Taken together, these results suggest that learning and memory are impaired in *Phf8* null mice.

The knockout mice were born at the expected Mendelian ratio, and have similar weight and size to their wild-type littermates at both neonatal and adult stages (Supplementary Fig. 2a and b and Supplementary Fig. 3a and b). Although a subpopulation of XLID patients with PHF8 mutations display cleft lip and palate, we did not observe any deficits in craniofacial and limb development (Supplementary Fig. 3c and d). These results suggest that *Phf8* is dispensable for gross development of mice.

### *Phf8* null mice show LTP deficit

As the most well-characterized form of synaptic plasticity, activity-dependent long-term potentiation (LTP) in the hippocampus has long been considered as a cellular mechanism underlying learning and memory^23–25^. We next focused on hippocampal-dependent spatial learning and memory by investigating the activity-dependent LTP in the hippocampus, and field excitatory postsynaptic potential (fEPSP) at Schaffer collateral-CA1 synapse was measured in acute hippocampal slices from control and *Phf8* null mice. As expected, we found that tetanic stimulation-induced LTP was compromised in *Phf8*-deficient hippocampus from adult mice (Fig. 2a). The basal synaptic transmission was also significantly increased, as shown by the higher value of the postsynaptic fEPSP slope against dose-escalating intensities of stimuli (10–100 μA) in the KO mice (Fig. 2b).

**Fig. 2:**
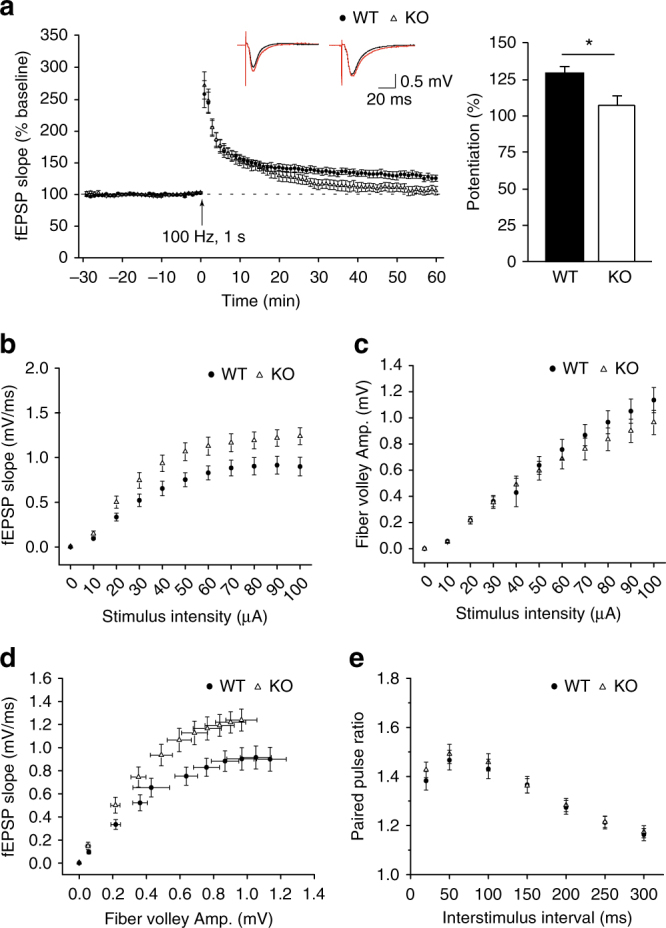
*Phf8* null mice display compromised long-term potentiation and enhanced basal synaptic transmission. **a** Shown are the slopes of field excitatory postsynaptic potentials (fEPSP) before and after tetanic stimulation (a train of 100 Hz stimulation for 1 s) recorded from hippocampal slices (WT, *n* = 7 slices from five mice; KO, *n* = 8 slices from six mice). Sample traces show averaged baseline responses (black) and responses during the last 10 min of recording (red) in WT and Phf8 KO animals. The ratio between fEPSP during the last 10 min recording and baseline is analyzed to evaluate the potentiation (right panel, 129.3 ± 5.1% in WT vs. 107.4 ± 6.0% in KO; unpaired two-tailed *t*-test, *p* = 0.0164). **b** Plot of input–output relationship (I–O curve) at Schaffer collateral-CA1 synapses in the hippocampal slices(one-way ANOVA, *F*(1, 207) = 14.401, *p = *0.0002). The I–O curve obtained from PHF8-mutant mice is left-shifted compared with control (WT, *n* = 10 slices from five mice; KO, *n* = 9 slices from five mice). **c** Presynaptic fiber volley amplitude measured at increasing stimulus intensities (10–100 μA, one-way ANOVA, *F* (1, 207) = 1.000, *p* = 0.3185). **d** Scatter plot of fEPSP slope vs. diverse fiber volley amplitudes. The horizontal and vertical bars indicate the standard errors for fiber volley amplitudes and slope of the fEPSP, respectively. **e** Paired-pulse ratio measured at different inter-stimulus intervals reveals no differences in presynaptic release of transmitter between WT and Phf8 KO groups (*n* = 10 slices from five mice for each genotype; one-way ANOVA, *F* (1,138) = 0.444, *p* = 0.5063). All data are shown as mean ± s.e.m. *p < 0.05

To identify whether the enhancement of basal synaptic transmission in KO mice was mediated by pre- or postsynaptic mechanisms, we further analyzed changes in fiber volley amplitude at different stimulus intensities, as well as changes in the fEPSP slope at different fiber volley amplitudes. No difference was shown in the fiber volley amplitude vs. stimulus intensity plot between KO mice and WT mice (Fig. 2c). The input/output curves obtained by plotting the fEPSP slope vs. fiber volley amplitude were, however, significantly shifted to the left in KO mice compared with the curves obtained in the WT mice (Fig. 2d). In addition, paired-pulse facilitation (PPF) experiments across different inter-stimulus intervals revealed no differences between KO and WT mice (Fig. 2e). Taken together, these results suggest that postsynaptic changes rather than presynaptic changes occur in the *Phf8*-deficient mice.

### *Phf8* null mice show hyperactive mTOR signaling

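Gene expression was measured in hippocampus from 3 wild-type (WT) and 3 Phf8 KO samples on Affymetrix mouse arrays, with 1 array for each sample. The targeted gene was lower in every KO array than in every WT array. Its bright probe set had a log2 signal of 9.76 ± 0.13 (SD, n = 3) in WT and 8.26 ± 0.28 (SD, n = 3) in KO hippocampus. This is a difference of -1.51 (standard error 0.17, adjusted p = 0.0527 from limma over 12903 genes), and without KO replicate 3 it is -1.37 (adjusted p = 0.00378). Its other 2 probe sets are dim (WT means of 5.80 and 3.45) and differed by -0.06 and 0.32, less than the spread between arrays. Where these probe sets lie relative to the deleted exons was not analysed here. Xist, the RNA of the inactive X chromosome, had log2 signals of 5.34 to 6.35 over the 6 arrays. The Y-linked Kdm5d and Uty had 8.11 and 7.59 in KO replicate 3, against 8.99 to 9.09 and 8.50 to 8.81 on the other arrays.

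**Figure D1:**
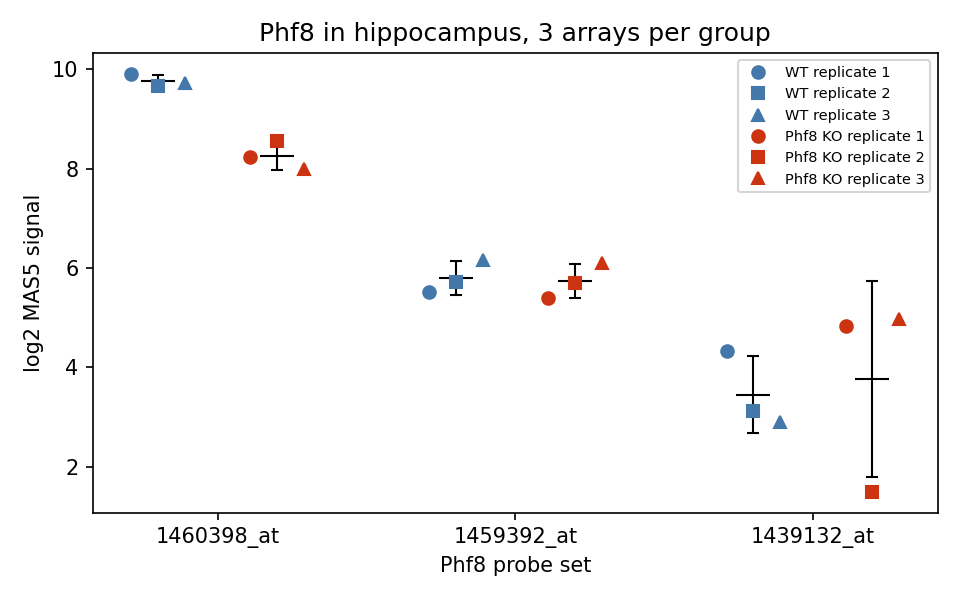
Log2 MAS5 signal of the 3 Phf8 probe sets (y axis) on each array, with the mean and SD of each group as a bar. The bright probe set lies between 9.66 and 9.90 on the WT arrays and between 7.99 and 8.55 on the KO arrays.

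The array of KO replicate 3 stood apart from the rest. Across genes, which are not independent replicates, its correlation with the other arrays was 0.925 to 0.940, against 0.976 to 0.987 among the other 5. On it, 11 marker genes of the thalamus had a median log2 signal 2.73 above the WT mean, against 0.19 and 0.24 in KO replicates 1 and 2. Tcf7l2, a transcription factor gene of the thalamus, was 3.37 above its WT mean there. The 9 measured markers of CA1 pyramidal cells had a median of -1.31 on that array.
The deposited values are log2 MAS5 signals of 45037 probe sets, which the authors scaled so that the trimmed mean signal of each array lies between 497.4 and 498.1. The median log2 signal ranged from 6.55 to 6.90 between arrays. Probe sets were kept when their signal lay above the 40th percentile of the array on at least 3 of the 6 arrays, which left 27408. Each gene was represented by its brightest kept probe set with a single gene symbol, and KO was compared with WT for 12903 genes by limma with a mean-dependent variance. The paper describes hippocampus from 3 KO mice or their littermates as a sample, so an array may hold tissue of 1 mouse or of several. The number of arrays limits the precision, and an exact permutation test of 3 against 3 cannot go below p = 0.1.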

To determine the molecular basis of defective LTP and learning/memory in *Phf8* mutant mice, we collected hippocampal tissues for gene expression profiling by microarray analysis. 

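The genes that passed in limma, among them Alas2 and Hbb-b2 of red blood cells, were lower in Phf8 KO hippocampus. Of 12903 genes, 8 passed an adjusted p of 0.05 in limma, and all 8 were lower in KO, each below every WT array on all 3 KO arrays. Alas2, the first enzyme of heme synthesis in red cell precursors, fell from a mean log2 signal of 10.32 in WT to 5.30 in KO (adjusted p = 0.0366), Hbb-b2, a beta globin gene, from 8.77 to 5.24 (adjusted p = 0.0285) and Isg20, known as an interferon-induced gene, from 8.29 to 5.67. These KO means lie below the filter levels of 5.73 to 6.05, so the size of these falls depends on the background, and with an offset before log2 it was 4.42, 3.00 and 2.25. Slc25a37, which carries iron into mitochondria, fell by 1.29 (adjusted p = 0.0366), Rsad2, known as interferon-induced too, fell by 2.60, Tent5c fell by 3.21 and Ctla2a fell by 1.24. Of the 4 measured erythrocyte markers, Slc4a1, the anion exchanger of the red cell membrane, had means of 7.45 in WT and 3.38, at background, in KO (adjusted p = 0.0888), and the dim Hba-a2 had a difference of -0.38 (adjusted p = 0.737). The remaining gene of the 8, Homer1, encodes a scaffold protein of the postsynaptic density. It fell by 1.23 on its brightest probe set (WT mean 12.50), while the next brightest (WT means of 11.94 and 10.78) differed by -0.17 and -0.16 and 3 dimmer ones by -0.58 to -1.08.
No gene rose at an adjusted p under 0.05, and 965 genes had an unadjusted p under 0.05. The smallest p among higher genes belonged to Dbp, a clock-controlled transcription factor (0.74, adjusted p = 0.0888), G530011O06Rik (1.99, adjusted p = 0.0888) and Agpat4, an acyltransferase gene (1.26, adjusted p = 0.0972). Next came Dctn6 (0.97), Met, the hepatocyte growth factor receptor (1.05), Erdr1 (0.88), Hes6 (0.85), Plppr1 (0.89), Hip1r (0.81) and Tril (0.74), none of which passed. Without KO replicate 3, 53 genes passed, 40 lower and 13 higher, and they included the 8. Without any other single array at most 1 gene passed, and with a variance that does not depend on the mean 0 passed in limma (980 at an unadjusted p under 0.05).
Of 35 gene lists, 34 had at least 5 measured genes, and camera called 10 with a preset correlation, 6 lower and 4 higher. None was called with an estimated correlation, where the lowest adjusted p = 0.185. Cytosolic heat shock genes, which encode chaperones, were lower for all 16 measured (median -0.22, adjusted p = 1.48e-08, or adjusted p = 0.258 with an estimated correlation). Their median relative to WT was -0.28, -0.37 and -0.18 in KO replicates 1, 2 and 3, and the median difference was -0.35 without KO replicate 3. The inducible chaperone gene Hspa1b differed by -1.25 and Hsph1 by -0.40. No member passed over all genes, and 4 were lower when adjusted over the list alone. Genes of protein folding in the endoplasmic reticulum were lower for 24 of 28 (median -0.24, adjusted p = 2.83e-08, or adjusted p = 0.185 with an estimated correlation). Their median relative to WT was -0.22, -0.25 and -0.23 in KO replicates 1, 2 and 3. Among them were Pdia6 (-0.76), Manf (-0.65) and Hspa5 (-0.60), and 5 were lower adjusted over the list alone.
Glucocorticoid-responsive genes were lower for 15 of 18 (median -0.23, adjusted p = 0.00347, or adjusted p = 0.592 with an estimated correlation), with Lcn2, an iron-binding secreted protein, at means of 9.33 in WT and 4.18, at background, in KO. Their median relative to WT was -0.44 and -0.35 in KO replicates 1 and 2 and 0.28 in replicate 3, and the list was not called without KO replicate 1 (adjusted p = 0.144) or 2 (adjusted p = 0.299). Activity-induced immediate early genes were lower for 22 of 28 (median -0.32, adjusted p = 0.00047, or adjusted p = 0.504 with an estimated correlation), with Egr3 at -0.53, Nr4a1 at -0.50 and Homer1 as the member that passed over all genes (2 adjusted over the list alone). Dusp1, a phosphatase gene of that list, was higher by 0.40. The median relative to WT was -0.12 and -0.13 in KO replicates 1 and 2 and -0.40 in replicate 3. Markers of dentate gyrus granule cells were lower for 12 of 14 (median -0.34, adjusted p = 0.000328, or adjusted p = 0.504 with an estimated correlation), with Lct at -0.76, and their median was -0.72 in KO replicate 3 against -0.14 and -0.17 in replicates 1 and 2. On the WT arrays that median ran from -0.17 to 0.14, so only KO replicate 3 lay well below them. Without KO replicate 3 the list was still called (median -0.14, adjusted p = 0.0103). Higher were markers of the thalamus (11 of 11, median 1.03, adjusted p = 0.001), whose median without KO replicate 3 was 0.15 (adjusted p = 0.118). Higher too were markers of ependyma (10 of 10, median 0.61, adjusted p = 0.000174) and of meninges and fibroblasts (12 of 14, median 0.46, adjusted p = 0.00057), with the collagen gene Col1a2 at 1.28 (3 adjusted over the list alone). The ependyma median was 1.08 in KO replicate 3 against 0.54 and 0.21, and the meninges median was 0.89 and 0.46 in KO replicates 1 and 2 and -0.09 in replicate 3, with no call without KO replicate 1 (adjusted p = 0.0594). These 2 medians also spread over the WT arrays, from -0.23 to 0.34 and from -0.16 to 0.27, and that of choroid plexus markers, not called, was 1.32, 0.44 and -2.03 in KO replicates 1, 2 and 3 and ran from -0.97 to 0.97 over the WT arrays. The oxidative phosphorylation list had the smallest shift (42 of 55 higher, median 0.07, adjusted p = 0.0385) and was not called without KO replicate 3 (adjusted p = 0.451). With an estimated correlation these 4 lists had adjusted p = 0.592, 0.560, 0.504 and 0.658.

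**Figure D2:**
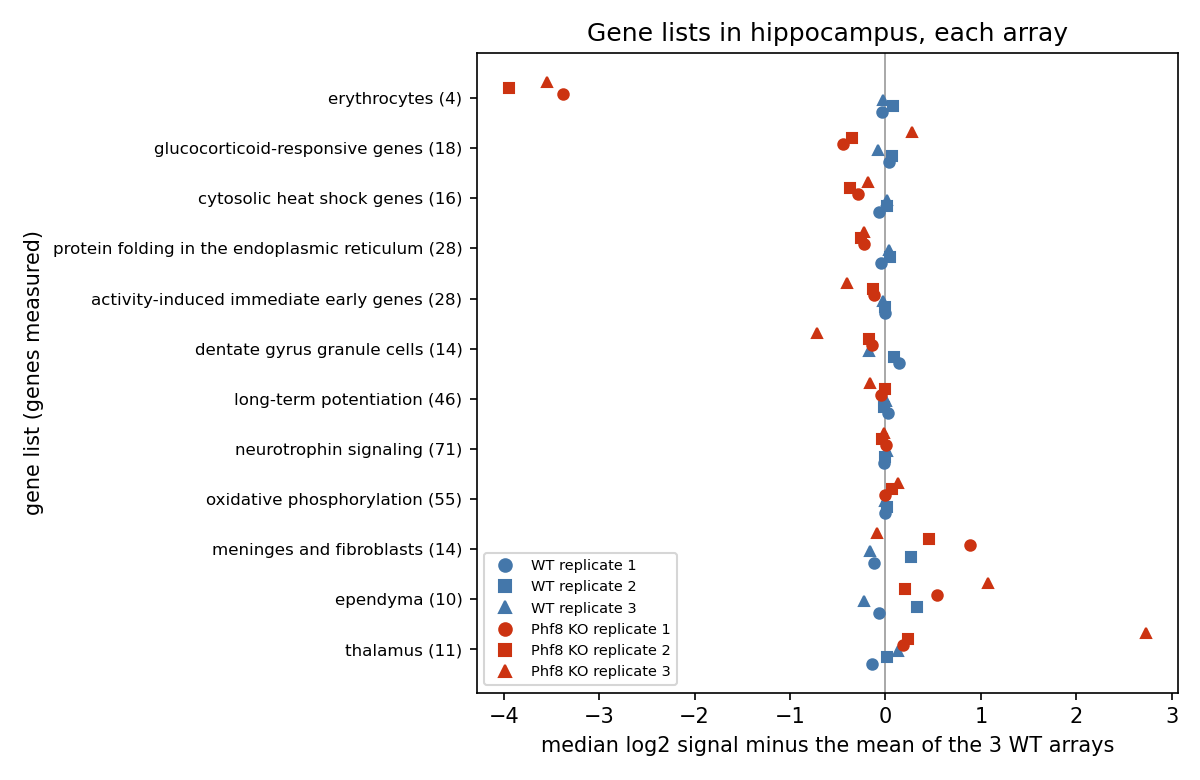
Median log2 signal of each gene list on each array, minus the mean of the 3 WT arrays (x axis), with the number of genes measured in parentheses. The 4 erythrocyte markers lie lowest in the 3 KO arrays, on KO signals near background, and the thalamus markers lie at 2.73 in KO replicate 3.

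At a fold change of at least 1.5, 535 genes were higher and 262 lower in KO, and 256 and 96 of these had an unadjusted p under 0.05. The groups did not overlap for 2154 genes (16.7%, against 10% by chance). Without the filter on low signals, 1893 genes were at least 1.5-fold higher and 1420 lower.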

As compared with control mice tissues, we found that 1954 genes were upregulated while 1581 genes were downregulated with at least 1.5-fold change in PHF8-deficient hippocampus. One previous study identified genome-wide binding sites of PHF8 in human neuronal-like cell line by CHIP-seq (chromatin immunoprecipitation followed by DNA sequencing)^15^. Thus, we converted these human homologous gene names into mouse using a table reported previously^26^. Among all the differential expressed genes in our data set, 526 upregulated and 471 downregulated genes contained PHF8-binding loci (Supplementary Fig. 4). 

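Of the genes of both pathways, Camk2d was higher on average in KO hippocampus, and Rps6ka1 was higher on all 3 KO arrays. They are among the 9 probe sets of Supplementary Table 1, which names them and which the study chose on these samples, so they are not independent evidence of a direction. The probe set of Rps6ka1, which encodes the kinase RSK1, had a log2 signal of 7.04 ± 0.05 (SD, n = 3) in WT and 7.62 ± 0.49 (SD, n = 3) in KO. The difference was 0.58 (standard error 0.27, unadjusted p = 0.0646 and adjusted p = 0.194 over the list alone, from limma), and without KO replicate 3 the fold was 1.23. The probe set of Camk2d, which encodes CaMKIIδ, had a mean of 9.11 in WT and 9.83 in KO, a difference of 0.72 (standard error 0.26, unadjusted p = 0.0267 and adjusted p = 0.12 over the list alone, from limma), and without KO replicate 3 the fold was 1.43 against 1.65.
The listed probe set of the adaptor gene Grb2 was higher by 0.62 (standard error 0.19, unadjusted p = 0.0139 from limma), or a fold of 1.54 (1.35 without KO replicate 3), and a brighter Grb2 probe set by 0.06. Of these 3 probe sets, all above the filter, 2 were at least 1.5-fold higher, both with an unadjusted p under 0.05, and 0 reached that fold when KO replicate 3 was left out. The probe sets of Psen2, Shc3 and Frs2 were higher on average but lay below the filter, on low signals where a fold depends on the background. Their folds of 1.98, 1.76 and 2.97 became 1.57, 1.43 and 1.54 with an offset before log2, and the bright probe set of Psen2 had a log2 difference of -0.07. Of the 6 probe sets, 0 passed in limma either over the 27413 probe sets tested, where 1697 had an unadjusted p under 0.05, or adjusted over the list alone, which is all 9. With a variance that does not depend on the mean, Grb2 and the dim Shc3 passed over the list alone. With array weights Grb2 passed over the list alone (adjusted p = 0.0302). With the replicate number as a block in limma, Camk2d (adjusted p = 0.0431) and Grb2 (adjusted p = 0.0493) passed over the list alone. The sample labels do not pair WT with KO samples by that number. Deviations of WT and KO arrays of equal number correlated at -0.04, 0.07 and 0.13, and those of WT replicate 2 and KO replicate 1 at 0.20. The block is thus an arbitrary pairing, and these passes add no support. None of the 6 passed over the list alone in the other settings tested.

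**Figure D3:**
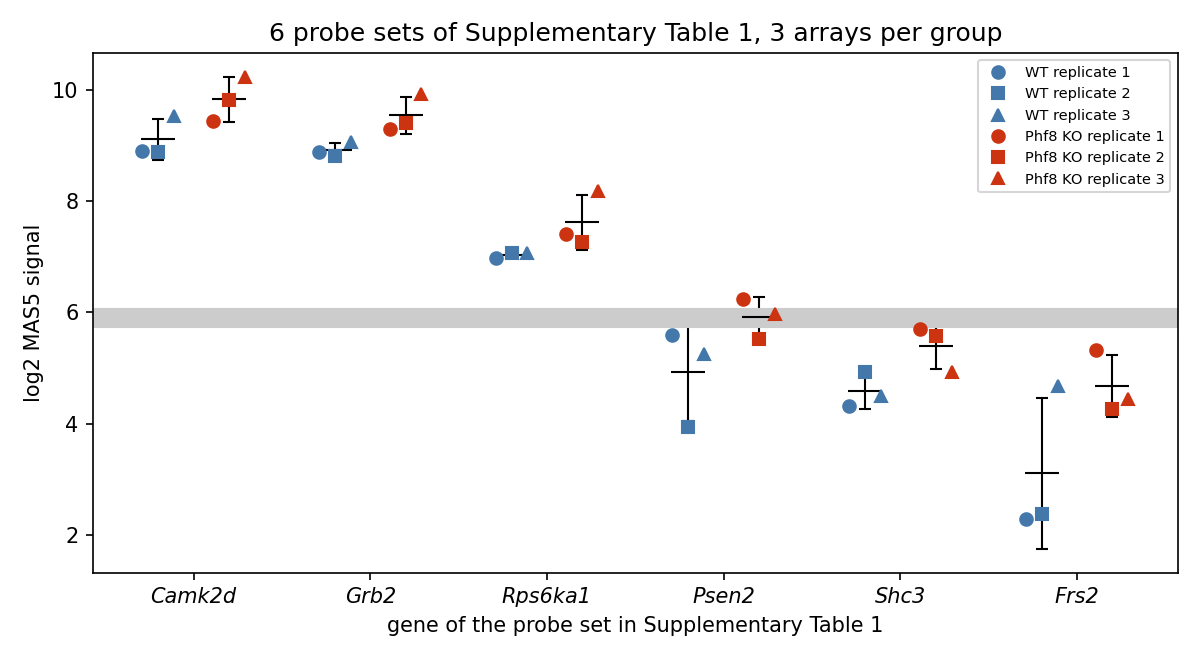
Log2 MAS5 signal (y axis) of 6 probe sets of Supplementary Table 1 on each array, with the mean and SD of each group as a bar, ordered by their WT mean. The grey band spans the filter levels of the 6 arrays, from 5.73 to 6.05, and the WT means of Psen2, Shc3 and Frs2 lie below it.

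Of the other CaMKII genes, Camk2a and Camk2b were lower on average and Camk2g was nearly alike in both genotypes. Camk2a differed by -0.29 (standard error 0.09, adjusted p = 0.586 from limma over genes), Camk2b by -0.30 (-0.06 without KO replicate 2) and Camk2g by 0.02. Rps6ka1 was not among the 12903 genes, so the list tests leave it out. Among those genes Grb2 is represented by its brighter probe set (0.06). Of 71 measured genes of neurotrophin signaling, 34 were higher and 37 lower, none passed over all genes or adjusted over the list alone, and the median was -0.01 (adjusted p = 0.212 from camera). Gab1, a docking protein gene of that list, was higher by 0.39 and Sh2b3 differed by -0.41, neither past the threshold. Of 46 genes of long-term potentiation, 20 were higher and 26 lower, with a median of -0.08 (adjusted p = 0.0394 from camera, or adjusted p = 0.504 with an estimated correlation). None of them passed alone, and the calcineurin genes Ppp3r1 and Ppp3ca differed by -0.25 and -0.23. Without KO replicate 3 the median of that list was -0.02 (adjusted p = 0.0590), and after quantile normalization the list was not called either (adjusted p = 0.104).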

Notably, *Rps6ka1, Kras and CamKII*, the key molecules in both Neurotrophin signaling pathway and LTP signaling pathway, were identified in gene ontology analysis in PHF8-deficient hippocampus (Supplementary Table 1 and Supplementary Table 2). Using quantitative real-time PCR, we confirmed the upregulation of transcripts in the KO mice (Fig. 3a). Concordantly, the protein expression of *Rps6ka1*-encoded RSK1 and *Kras*-encoded KRAS was significantly increased in the *Phf8* null hippocampus (Fig. 3b). We did not find the upregulation of total and phosphorylated CaMKII (including isoforms), although the mRNA level of *Camk2d* encoding CaMKIIδ was elevated in the mutant mice (Fig. 3a, b).

**Fig. 3:**
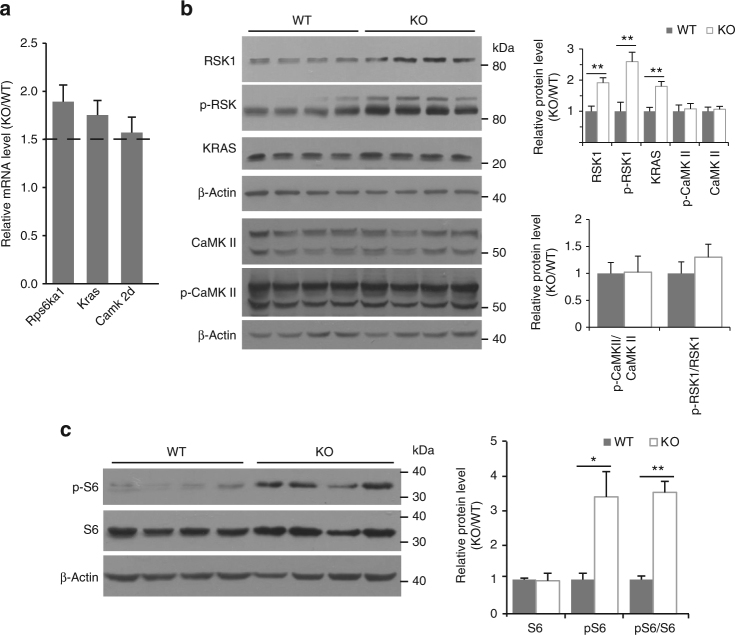
Loss of *Phf8* over activates mTOR signaling pathway in the hippocampus. **a** Shown is the relative mRNA expression of Neurotrophin and LTP associated genes in PHF8-deficient hippocampus, which is tested by real-time PCR and normalized to WT control (*n* = 5). The dotted line indicated that 1.5-fold change in mRNA level of KO mice compared to WT mice was used as a threshold. **b** Western blotting confirms the upregulation of RSK1, phosphorylated RSK1, and KRAS expression in *Phf8*-deficient hippocampus at the protein level. The statistical quantification is shown in the right panel (*n* = 4). **c** The hyperphosphorylation of ribosomal S6 in *Phf8* mutant mice is revealed by western blotting (*n* = 4). The statistical quantification is shown in the right panel. *p < 0.05 or **p < 0.01 vs. wild type

Signaling through Ras-RSKs-mTOR-S6K pathway regulates multiple processes involved in protein synthesis including translation initiation, rate, and biogenesis of ribosomes^27,28^. Upon stimulation of neurons with growth factors, RSKs are activated and phosphorylated by Ras-mitogen-activated protein kinase (MAPK) cascade^27,29^. The activation of RSKs proceeds to promote mTOR signaling to its downstream targets ribosomal S6 kinase (S6K) and then enhance protein translation^27^. Given that KRAS as one of Ras family members and RSK1 as one of RSK isoforms were upregulated by deletion of *Phf8* in hippocampus, we wondered whether RSKs-mTOR-S6K signaling cascade is overactivated in mutant mice. Thus, we examined the phosphorylation level of RSK1, mTOR, and ribosomal protein S6 by immunoblotting. Indeed, loss of *Phf8* in the brain conspicuously increased phosphorylated RSK1, mTOR and S6 but not total expression of mTOR and S6 (Fig. 3b, c, Supplementary Fig. 5a and b), indicating hyperactive mTOR signaling in mutant mice.

### *Phf8* regulates *Rps6ka1* expression by H4K20me1 demethylation

It has been suggested that H4K20me1, predominantly lying downstream from TSS, may participate in active transcription^30,31^. Recent studies identified PHF8 as an H4K20me1 demethylase and binds its regulated genes at the loci of transcription start site (TSS)^13,14^, thus raising the question of whether PHF8 actively represses target gene expression by demethylation of H4K20me1. 

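On the arrays, the bright probe set of Mapk14, the gene of the kinase p38α, was nearly alike in both genotypes. It had a log2 signal of 11.09 ± 0.10 (SD, n = 3) in WT and 11.00 ± 0.08 (SD, n = 3) in KO hippocampus, a difference of -0.09 (standard error 0.10, adjusted p = 0.818 from limma). Dimmer Mapk14 probe sets varied more. One with a WT mean of 7.93 differed by -0.98 (unadjusted p = 0.0275, adjusted p = 0.782 from limma) and below every WT array on all 3 KO arrays, another with a WT mean of 6.23 by -1.48 (unadjusted p = 0.0532), and one with a WT mean of 6.30 was higher by 0.56 (unadjusted p = 0.191). Camk2d has 6 further probe sets, and 5 of them were higher on average in KO, or 4 without KO replicate 3, with 1 of those at a fold of only 1.02. The largest difference among the kept ones was 0.88 at a WT mean of 6.80 (unadjusted p = 0.0424 from limma), and the exception with all arrays, at a WT mean of 4.93, differed by -0.36. None of the kept Camk2d or Mapk14 probe sets passed an adjusted p of 0.05. With RSK1 raised, among other reasons, the paper asked whether the RSK-mTOR-S6K cascade is overactive. From phosphorylated RSK1, mTOR and S6 it concludes that mTOR signaling is hyperactive in the mutant mice (Fig. 3b, c and Supplementary Fig. 5).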

To investigate how PHF8 regulates gene expression, we performed Chip-qPCR as well as sequence assay and focused on four PHF8 targeting genes: *Rps6ka1*; *Kras*; *Camk2d*; and *Mapk14*, among which*, Rps6ka1, Kras, Camk2d* were overexpressed in *Phf8* KO mice, while *Mapk14* was not changed. Following immunoprecipitation with antibodies against PHF8, H3K9me2, or H4K20me1, we quantitatively analyzed the abundance of immunoprecipitated DNA fragments at the loci of transcription start site (TSS, amplicon 2), as well as upstream (amplicon 1) and downstream (amplicon 3) of TSS for each target gene (Fig. 4a). Our data showed that PHF8 specifically bound TSS of its target genes but not non-TSS sites (Fig. 4b). The genetic ablation of PHF8 abolished its binding to TSS, verifying the specificity of PHF8 antibodies for CHIP assay. Interestingly, loss of *Phf8* increased the enrichment of H4K20me1 rather than H3K9me2 at TSS of three overexpressed PHF8 targeting genes, but not at the TSS of *Mapk14*, whose expression was not changed in the hippocampus of *Phf8* KO mice (Fig. 4c, d and Supplementary Fig. 6). Our results from microarray and ChIP analyses coincide with previous observation showing that the magnitude of H4K20me1 peaks correlates with highly expressed genes^31,32^. Thus, these data suggest that PHF8 specifically binds to the TSS target genes including mTOR activator *Rps6ka1* and suppresses gene transcription by demethylating H4K20me1.

**Fig. 4:**
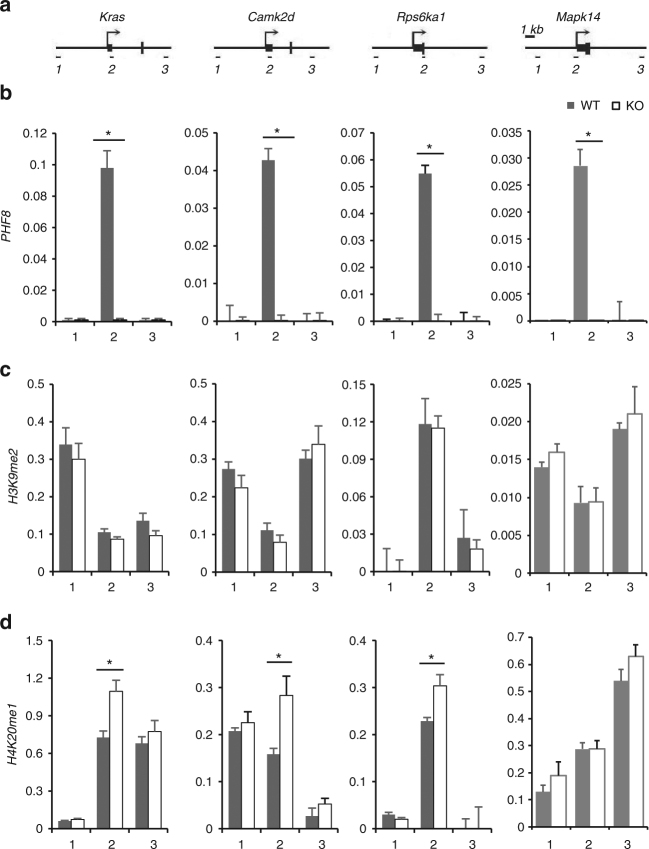
Depletion of PHF8 increases the enrichment of H4K20me1 on overexpressed genes in *Phf8* deficits. **a** Amplicons for real-time PCR are illustrated for three direct PHF8 target genes: *Kras*; *Camk2d*; *Rps6ka1*; and *Mapk14*. The black arrow represents the transcription start site (TSS) of genes, small black squares indicate exon. Short lines below represent the locations of the amplicons by different primers. Scale bar = 1 kb; **b** Conventional CHIP analysis with PHF8 antibody shows the specific binding of PHF8 on TSS loci of its targeting genes. **c** The enrichment of H3K9me2 on the PHF8 target genes is not changed by deletion of *Phf8*. **d** The enrichment of H4K20me1 on the overexpressed *Kras*, *Camk2d*, and *Rps6ka1* were enhanced by deletion of *Phf8*, while the enrichment of H4K20me1 was not changed in the TSS of *Mapk14*. Real-time PCR was performed on the input and immunoprecipitated genomic fragments. Data are presented as percentage of input. Numbers on the *x* axes represent the different amplicons. All data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01 and ***p < 0.001

### mTOR inhibitor rescues learning/memory and LTP impairments

Overactivation of mTOR signaling has recently been reported in mouse models with intellectual disability^20,21^. Suppression of hyperactive mTOR signaling by rapamycin rescues the long-term memory impairment in animal models with tuberous sclerosis or overexposure to cannabinoids^20,33^. Given the overactivation of Ras-RSKs-mTOR-S6K signaling cascade in *Phf8*-deficient mice, we sought to test whether rapamycin administration could ameliorate the learning and memory deficits of mutant mice. Because both hyperactive and hypoactive mTOR signaling impairs long-term synaptic plasticity in hippocampus^33,34^, we first optimized the dose of rapamycin by evaluating the level of phosphorylated S6 (pS6) in hippocampus after drug application in animals for 3 consecutive days. Our data showed that low dose of rapamycin (5 mg kg^−1^) rescued the pS6 to normal level but high dose (10 mg kg^−1^) completely disrupted mTOR signaling (Supplementary Fig. 7). We then assessed the learning and memory performance of *Phf8* mutant mice in Morris water maze and Barnes maze after a 3-day pre-application of low-dose rapamycin. In water maze test, we performed the same procedure as previous two groups test (WT vs *Phf8* KO) that probe tests did at 3, 5, and 7 days following training. Importantly, rapamycin treatment improved the preference of mutant mice for target quadrant at day 5 in Morris water maze, although there were no differences between vehicle and rapamycin-treated groups at day 3 and 7 (Fig. 5a). The escape latency to reach the hidden platform and the average swimming speed during training were also measured (Supplementary Fig. 8a and b). Barnes maze, another task to assess spatial memory, was also performed in our mice model. The data showed that rapamycin treatment improved the *Phf8* KO mice performance in the latency to the target hole during the training days (Fig. 5b) and numbers of target pokes (Fig. 5c), time in the zone (Supplementary Fig. 8g) in the probe test. Except for spatial memory, aversive memory was used to evaluate by contextual fear conditioning and passive avoidance test. We did not find the reversal of impaired cued memory (Supplementary Fig. 8c). However, *Phf8*-deficient mice with rapamycin treatment could enhance the fear memory in passive avoidance test (Fig. 5d). In addition, other locomotion and adaptive behavior were also assessed by rapamycin treatment. The mobility and social ability of mutant mice was not affected by rapamycin administration (Supplementary Fig. 8d and e). The increased spontaneous activity of mutant mice could not be rescued by rapamycin in *Phf8*-deficient mice (Supplementary Fig. 8f). Thus, we show that low-dose rapamycin ameliorates spatial memory loss in *Phf8* null mice.

**Fig. 5:**
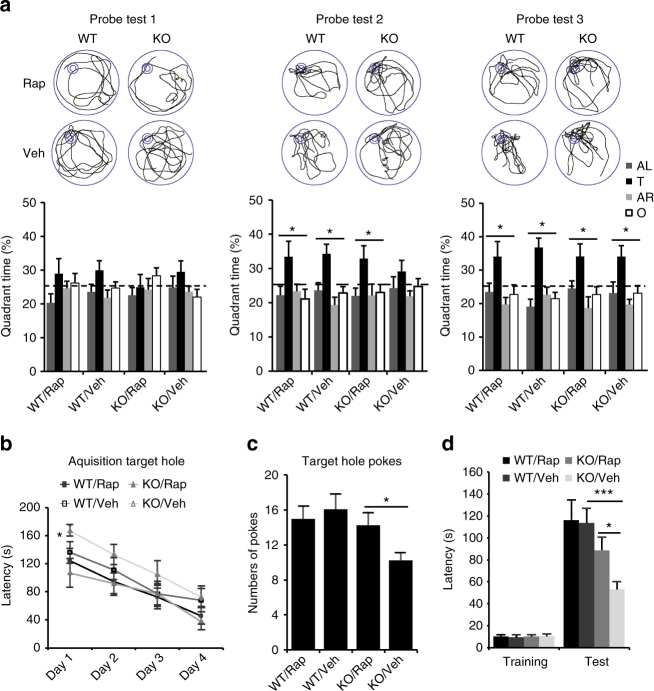
Rapamycin treatment rescues behavioral deficits in *Phf8* null mice. **a** Percentage time spent in each quadrant during the probe trials and representative swim trajectory of each group are evaluated in WT and *Phf8* KO mice with vehicle or low-dose rapamycin treatment. (WT/Veh, *n* = 12; WT/Rap, *n* = 11; KO/Veh, *n* = 12; KO/Rap, *n* = 11; paired two-tailed *t*-test, *p < 0.05). (Veh, vehicle injection; Rap, rapamycin treatment). **b** In Barnes maze, latency to reach the target hole is shown during training days. (WT/Rap, *n* = 11; WT/Veh, *n* = 12; KO/Rap, *n* = 10; KO/Veh, *n* = 10; unpaired two-tailed *t*-test, *p < 0.05). **c** Probe trial on day 5 is used to assess spatial memory retention. Number of pokes in target hole during the probe trial (90 s) are calculated and averaged (WT/Rap, *n* = 11; WT/Veh, *n* = 12; KO/Rap, *n* = 10; KO/Veh, *n* = 10; unpaired two-tailed *t*-test, *p < 0.05). **d** *Phf8* KO mice show deficit in the passive avoidance test and rapamycin treatment rescues the deficit. The bars indicate the mean latencies to enter the dark chamber on the training day (left) and 24 h later on the retention day (right). (WT/Rap, *n* = 9; WT/Veh, *n* = 13; KO/Rap, *n* = 9; KO/Veh, *n* = 10; unpaired two-tailed t-test, *p < 0.05, ***p < 0.001)

Furthermore, we examined the effect of rapamycin treatment on abnormal synaptic transmission and plasticity in *Phf8* null hippocampus. The animals were treated with low-dose rapamycin for 3 days before and on the day of the electrophysiological recording on acute hippocampal slices (see Methods in detail). The results from extracellular field recording showed that rapamycin treatment significantly reversed the impaired LTP induction and shifted synaptic input–output curve in *Phf8*-deficient hippocampus in comparison to the control hippocampus (Fig. 6a–d). The paired-pulse facilitation ratio was not altered by rapamycin in either control or mutant mice (Fig. 6e). These findings indicate that application of rapamycin can rescue the abnormal synaptic transmission and plasticity, suggesting that overactivation of mTOR signaling pathway is involved in impaired learning/memory and synaptic potentiation.

**Fig. 6:**
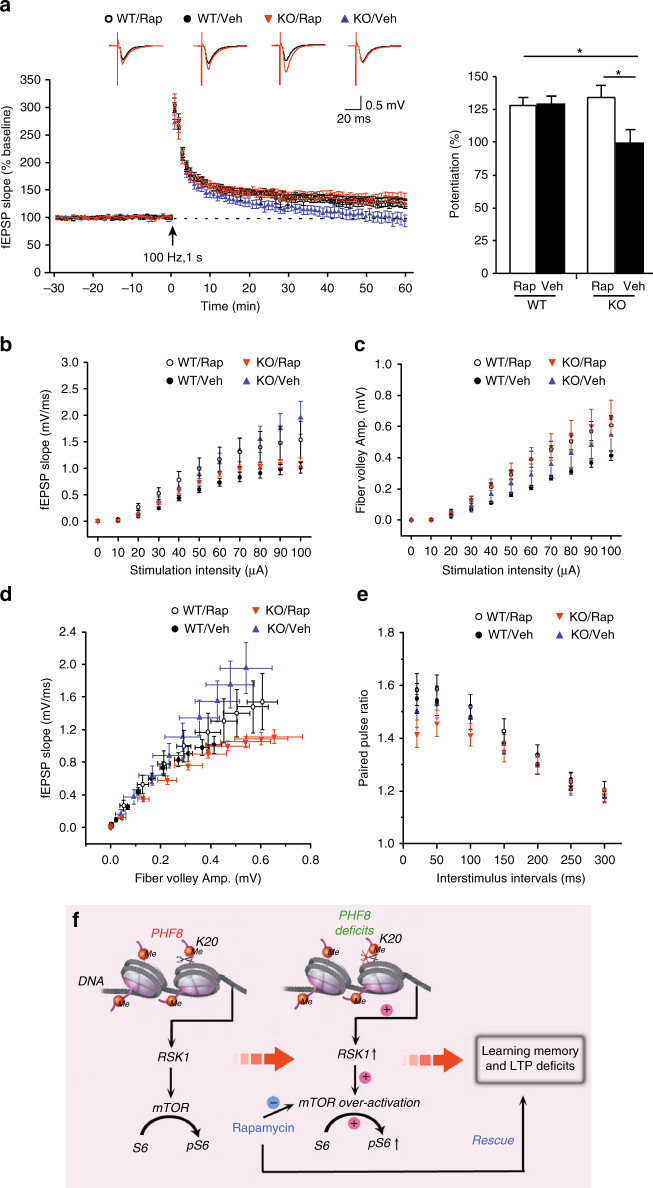
Rapamycin treatment rescues electrophysiological deficits in *Phf8* null mice. **a** The slopes of fEPSP before and after tetanic stimulation are recorded from hippocampal slices. Despite that rapamycin administration does not affect the LTP induction and maintenance in wild-type mice (WT/Veh, *n* = 8 slices from six mice; WT/Rap, *n* = 7 slices from four mice; unpaired two-tailed *t*-test, *p* = 0.9317), the deficient LTP in *Phf8* null mice (KO/Veh, *n* = 8 slices from four mice) was rescued by treatment with low-dose rapamycin (KO/Rap, *n* = 8 slices from five mice; last 10 min of recording, unpaired two-tailed *t*-test, *p* = 0.0163). **b** The I–O curves show the relationship between fEPSP slope and stimulus intensity (two-way ANOVA, *F*(3, 436) = 7.132, *p* = 0.0001; Fisher’s PLSD test, KO/Veh vs. KO/Rap, *p* = 0.0063). **c** The fiber volley amplitude measured at increasing stimulus intensities (two-way ANOVA, *F* (3, 436) = 5.987, *p* = 0.0005; Fisher’s PLSD test, KO/Veh vs. KO/Rap, *p* = 0.0503). **d** The relationship between fEPSP slope and fiber volley amplitude. **e** Paired-pulse facilitation was similar among 4 groups (two-way ANOVA, *F* (3, 269) = 2.345, *P* = 0.732; Fisher’s PLSD test, KO/Veh vs. KO/Rap, *p* = 0.2753). For the electrophysiological recording to evaluate basal transmission, we used 10 slices from seven mice for the WT group with vehicle injection and 10 slices from five mice for the other three groups. **f** Working model describing the mechanisms underlying the *Phf8* deletion induced cognitive impairment

## Discussion

Our results reveal that histone demethylase PHF8 epigenetically represses the transcriptional activation of Ras- and RSK1-encoding genes by demethylating H4K20me1 at TSS of target genes (Fig. 6f). The loss of *Phf8* in mammalian brain results in hyperactive mTOR signaling, impaired LTP, and learning/memory deficits. Administration of low-dose rapamycin to adult *Phf8*-deficient mice normalizes RSK-mTOR-S6K signaling pathway, and restores LTP and memory loss. This study uncovers the molecular and cellular mechanisms underlying *Phf8* mutation-mediated mental retardation, thus providing potential therapeutic strategy against XLID.

Aberrant epigenetic machinery caused by genetic mutations in one of the essential components has been shown to lead to X-linked mental retardation^9^. Large-scale genetic studies have identified a plethora of XLID-associated epigenetic regulators in X chromosome^2^. The epigenetic function of these genes such as *Fmr1*, *Mecp2*, *Ftsj1*, *Xnp*, *Jar1d1c, Znf41, Phf6*, and *Phf8* range from mRNA translation, DNA methylation, histone modification to chromatin remodeling^2^. Previous genetic studies demonstrated that patients with familial *Phf8* mutations display syndromic XLID with cleft lip and palate^10–12^. Here we generated *Phf8* knockout mice to model XLID in patients. The loss of *Phf8* in mouse brain caused significant deficiency in learning/memory and contextual cued memory. Interestingly, hippocampal activity-dependent LTP, one of the most important forms of synaptic plasticity underpinning learning and memory, was compromised in *Phf8* null mice. Beyond intellectual disability, impaired adaptive functioning is also observed in XLID patients. Social communication tests and behaviors in response to the environment are used to evaluate adaptive functions in mouse model studies, *Phf8* KO mice showed no significant difference in the social ability test here. However, *Phf8* KO mice display hyperactivity in the unfamiliar environment of open field and impairments in passive avoidance test and fear conditioning. In these unavoidable and unexpected conditions, mice need adaptive functions to deal with the stress and tasks. The role of PHF8 in adaptive behavior requires further investigations for making conclusions as we did for learning and memory here.

A recent paper reported that a different strain of *Phf8*-deficient mice showed resilience to stress induced anxiety- and depression-related behavior and no intellectual disability^35^. Although both our study and those in ref. ^35^ found the *Phf8*-deficient mice showed hyperactivity in open-field test, our *Phf8* KO mice displayed a significant intellectual disability in water maze, Barnes maze and passive avoidance performance as well as LTP deficit. The difference of behavior phenotype in *Phf8*-deficient mice in two studies may be due to the genetic factors. Our testing mice were at least the fifth-generation progeny of a backcross into C57BL/6 J mice while the KO mice in ref. ^35^ were maintained on a 129/B6 background. In addition, subtle difference in the methods for behavioral testing may contribute to the difference in phenotype. Our study used a classical 5-min training protocol for contextual fear conditioning to evaluate fear memory, and measured the freezing level for 5 min 24 h later. The other study^35^ used different training regimen and testing protocol which may have resulted in memory traces of different strength.

It has been suggested that homeostatic protein translation is precisely controlled by mTOR signaling during learning and memory processes^20^. Previous studies showed that disruption in mTOR pathway impairs learning/memory and synaptic plasticity^20,33,34,36^. Our results showed hyperactive of mTOR signaling in *Phf8* mutant mice. And pharmacological inhibition of hyperactive mTOR signaling with rapamycin rescued the impaired LTP and memory loss in *Phf8* mutant mice. Taking together, the data indicated that *Phf8*-mediated overactivation of mTOR signaling is essential for normal cognition and synaptic plasticity. Besides, Akt-mTOR pathway was reported to be regulated by PHF8 in cardiac system and rapamycin treatment could rescue the effects of PHF8 loss in neonatal rat ventricle myocytes^37^.

Morris water maze was widely used to evaluate spatial learning and memory in rodent. Our data (Fig. 5a) indicated that neither *Phf8* mutant mice nor their wild-type littermates with vehicle treatments had been enough trained to find the platform on probe test 1. However, after two more days’ training, vehicle-treated *Phf8* mutant mice still displayed obvious learning deficit compared to wild-type littermates on probe test 2, while rapamycin injection rescue the learning deficit. And with excessive two more days training, all groups learned the location of the platform at the probe test 3. We noticed that vehicle-treated *Phf8* mutant and wild-type mice did not show the exact same performance at probe test 1 and probe test 3 as those without treatments in Fig. 1a. It may be due to some unknown effects on water maze performance by daily injection. According to previous studies, daily injection as a mild stress, which can increase the synthesis and release of hypothalamic corticotrophin-releasing factor^38^, had effects on rodent behaviors such as elevated plus maze and open field^39,40^. The difference on water maze performance of mutant mice with or without daily injection was also seen in a previous study^20^. The mechanism of the puzzle needs to be investigated in the future study.

As a histone demethylase, PHF8 has recently been reported to function as an H4K20me1 and H3K9me2 demethylase^13,14^. We found that PHF8 was specifically recruited to the TSS of its target genes. Loss of PHF8 in mouse hippocampus led to an increased enrichment of H4K20me1 but not H3K9me2 at TSS region, and thereby an upregulation of target genes including RSK1 and KRAS. To date, the role of H4K20me1 in transcriptional regulation remains controversial. Recent CHIP-seq analyses in mammalian cells show that H4K20me1 correlates with highly expressed genes and associates with TSS regions^30–32,41^, while other studies suggest that the binding of H4K20me1 to promoter region mediates the transcriptional repression^14,42^. Therefore, the genomic loci of H4K20me1 enrichment may determine its role in transcriptional activation or repression. Our results in mammalian brain suggest that PHF8 represses transcription of target genes such as *Rps6ka1* by demethylating H4K20me1, supporting the findings showing H4K20me1 as a marker for gene transcription activation^43^.

Taken together, we provide an animal model mimicking the mental retardation of patients with *Phf8* mutation to study the neuropathology of XLID and show that loss of PHF8 in animals causes deficient learning and memory by epigenetic disruption of mTOR signaling. Importantly, low-dose rapamycin can reverse the impaired memory loss and synaptic plasticity, providing a therapeutic drug target to treat *Phf8*-associated XLID. Future studies with brain-wide neural circuit mapping and genome-wide epigenetic regulation of genes in *Phf8* mutant mice will further elucidate the circuit mechanisms underlying disrupted cued memory and increased spontaneous activity as well as epigenetic mechanisms for general gene regulation.

## Methods

### Mice

To investigate the role of PHF8 in mammalian brain, we generated *Phf8* KO mice with a 129/S6/SvEv-background via homologous recombination. For the targeting vector, the exons 7 and 8 encoding the code region of the JmjC demethylase domain were flanked by two loxp sites. The strategy of design was presented in detail^22^ in previous work. Embryonic stem (ES) cell candidates were screened via negative selection and genotyping. The heterozygous female *Phf8*^*+/*−^ mice, generated by breeding *Phf8*^*+/F*^ mice with *EIIa–Cre* mice, were backcrossed with C57BL/6 J wild-type male mice for at least 5 generations. The hemizygous male *Phf8*^−*/Y*^ mice were then produced by crossing pure *Phf8*^*+/*−^ heterozygotes with C57BL/6 J mice.

The mice were maintained on *ad libitum* food and water, and housed in groups of five to six mice per cage. The housing room was maintained at 23 °C on a 12 h light/dark. Eight to 12 weeks old male *Phf8*^−*/Y*^ and their wild-type littermates were used in the study. For behavioral tests, mice were grouped by random double-blinded method. All animal procedures were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Shanghai Institutes for Biological Sciences.

### Alcian blue and alizarin red staining

Littermate animals obtained from each group were killed to collect the skin, muscle, and fat. The tissues were fixed in 100% ethanol for 4 days and then transferred to acetone for another 3 days. Mice were then stained with alcian blue (0.15%) in a solution containing ethanol and glacial acetic acid (8:2) for 2 days. Then, they were stained in an alizarin red (0.05%) solution containing 2% KOH. After staining, mouse samples were transferred to a 1% KOH solution until their soft tissues were dissolved, and they were then preserved in 100% glycerol.

### Water maze

Water maze testing was conducted in a large circular pool (diameter: 120 cm, height: 50 cm) made of white plastic. The pool was filled to a depth of 35 cm with water (maintained at 20 ± 1.0 °C) covering a transparent circular platform 10 cm in diameter. The platform was submerged approximately 0.5–1.0 cm below the surface of the water. The pool was located in a room with diffuse lighting and with a number of visual cues hung on the wall and. The swimming activity of each mouse was monitored and tracked via a television camera mounted overhead, which relayed information, including variables such as latency to the platform, total distance traveled, time and distance spent in each quadrant, to a video tracking system.

Each day, a trial was initiated by placing each mouse in the water facing the pool wall in one of the four quadrants, which was randomly selected. For each training trial, the mouse was allowed to swim for 60 s to find the hidden platform. When successful, the mouse was allowed a 30 s rest period on the platform (timed manually with a stopwatch). If unsuccessful within the allotted time period, the mouse was guided to the platform and allowed a 30-s rest period on the platform. Each mouse underwent two session of two trails (inter-trial interval=30 s) for seven consecutive days. Two consecutive trails were considered to be one session. After all the animals had completed one session, they then performed the second session. The probe trials were conducted on days 3, 5, and 7 after training. The platform was removed from the pool and the mice were allowed to search for it for 60 s. The percentage of time spent in the target quadrant was analyzed. The swimming speed of tested mice below 10 cm s^−1^ were regarded as floating and excluded from the data analysis.

### Contextual fear conditioning

For contextual fear conditioning test was performed in the chambers from Med Associates Inc. During the training phase, mice were individually placed in the training context with three 0.75 mA foot shocks (2 s each, 1 min interval) after 2 min of exploration in the chambers. Training sessions were 5 min in duration. Mice were then returned to their home cages. 24 h after training, mice were placed back to the chamber with same training context for 5 min, the percentage of the freezing time was assessed for each mouse.

### Open field

Mice were habituated in the testing room 60 min before the open-field test. Each mouse was gently placed in a square plexiglass box ((27.5 cm *L* × 27.5 cm *W* × 18 cm *H*) and was allowed to explore freely for 20 min. After each trial, the box was swept out with water that contained 0.1% detergent. The total distance of movement was automatically recorded and calculated using EthoVision XT v10.0 tracking software (Noldus, Wageningen, the Netherlands).

### Rota-rod test

In the rota-rod test, mice were placed on an accelerating rota-rod cylinder (Ugo Basil, Italy). The rota-rod was accelerated from 4 to 40 r.p.m. in 5 min, the duration of each mice remained on the rota-rod during 5 min test. The time of duration was measured for five trails (inter-trial interval=60 min).

### Three-chamber social interaction test

The Sociability test was measured in a three-chamber plexiglass box (60 cm *L* × 40 cm *W* × 30 cm H). Animals were habituated to the apparatus by placing them in the middle chamber and allowing them to explore the box for 10 min, with the doorways into the two side chambers open. In the test phase, an unfamiliar mouse (a 4-week-old C57BL/6 J female) was enclosed in a cylinder and placed in one of the side chambers, an empty cylinder placed in the other side chamber. The test mouse was allowed to explore the entire apparatus for a 5 min session. The duration time mouse stayed in every chamber and total sniffing time on cylinder were recorded by EthoVision XT tracking software.

### Passive avoidance performance

Passive avoidance performance was assessed in Shuttle-box compartments (#ENV-010MC; Med Associates) in which one side of the shuttle-box was darkened and a light illuminated the other. On Day 1 (Training), each mouse was placed singly in the light chamber and allowed to explore by opening the door. When mouse entered into the dark chamber, the door controlled by the computer closed automatically. After 2 s entering the dark compartment, the mouse received a shock of 0.5 mA for maximum 5 s, and then mouse was returned to its home cage. The initial latency to enter the dark compartment was recorded. Animals remaining in the light compartment for more than 180 s during the training session received no shock and were excluded from the retention test. The memory retention test was performed on the next day without any shock; the mice were again positioned in the illuminated chamber and the time taken to enter the dark compartment was recorded as the retention latency. A maximum retention latency of 300 s was given to mice. After each trial the apparatus was cleaned.

### Barnes maze

The Barnes maze consists of a circular platform (92 cm of diameter) with 20 equally spaced holes (5 cm diameter ; 2 cm around the hole define as zone; 7.5 cm between holes) along the perimeter and is elevated 105 cm above the floor. On the pre-training trial, the mouse was placed in the middle of the maze, and pre-trained to enter the escape box by guiding it to the escape box and remaining there for 30 s. Following the pre-training trial, the first trial started. At the beginning of each trial, the mouse was placed in the start point, the trial ended when the mouse enters the goal tunnel or after 3 min have elapsed, the mouse was allowed to stay in the tunnel for 1 min. Mice were trained four trials per day for 4 days. Trial interval was 15 min. After each trial the maze was cleaned with 5% ethanol solution. Trials were recorded and analyzed by EthoVision tracking system.

### Electrophysiological recordings

Acute hippocampal slices (400 μm) were prepared by a vibratome (Vibratome, St. Louis, MO, USA) in ice-cold artificial cerebrospinal fluid(ACSF) containing 119 mM NaCl, 26.2 mM NaHCO_3_, 2.5 mM KCl, 2.5 mM CaCl_2_, 1.3 mM MgSO_4_, 1 mM NaH_2_PO_4_ and 11 mM D-glucose, and recovered at 25–26 °C for at least 2 h before recording, saturated in 95% O_2_ and 5% CO_2_. For recording, slices were continuously perfused with O_2_ -saturated ACSF (25 °C) at a rate of 2 ml min^−1^. Extracellular field potential were recorded by using glass electrodes (5–15 MΩ resistance, filled with 3 M NaCl) which was placed in stratum radiatum with ~100 μm away from stimulating electrode. Extracellular stimuli were administered on the border of the CA1 region along the Schaffer-collaterals every 15 s using bipolar platinum electrodes with 0.2 ms constant-current pulse.

All subsequent experimental stimulus strength was adjusted to obtain evoked extracellular field potential (fEPSP) with the initial slope of 0.15–0.20 mV ms^−1^ in each slice. Slices were stimulated for at least 30 min to establish a stable baseline before applying tetanus stimulus. Long-term potentiation (LTP) was induced with a tetanus stimulation (1 train of 100 Hz stimulation for 1 s). For the calculating of input–output relationships, the stimuli were delivered with gradually increasing current (from 10 μΑ to 100 μΑ in 10 μΑ increments). For the test of paired-pulse facilitation, two pulses with different inter-stimulus intervals (25, 50, 100, 200, or 300 ms) were applied.

### mRNA profiling

Total RNA was isolated from hippocampi using TRIzol reagent (Invitrogen). cDNA was synthesized using reagents from a reverse transcription kit (FSQ 301, Toyobo). qPCR was performed using SYBR Green 5× PCR Master Mix (QPS-201, Toyobo) in a real-time PCR system (Applied Biosystems). All reactions were performed in triplicate in at least three independent experiments. The primer pair efficiencies were determined based on the slope of standard curve that was generated after plotting the results of the titration of the target cDNA (C_T_ vs. Logarithm of template concentration). The efficiency is calculated as: *E* = 10^(−1/slope)^−1. The efficiency of primer pair should be between 90–110%. All the primer sequence and amplification efficiencies are listed in Supplementary Table 3 and Supplementary Table 4.

### Microarray data analysis

In the microarray experiment, hippocampus from three *Phf8* KO mice or their wild littermates were tested as a sample for affymetrix chip. The data was analyzed by GeneSpring software, and filtered the probe with ‘A’ call besides 1.5-fold change cutoff criterion used in the differential expression. As none PHF8 antibodies were found appropriate for Chip sequence of mice tissue so far, we then downloaded PHF8 Chip-seq data from Helin’s lab which were obtained from human neuroblastoma cells, all RefSeq genes with binding signals on promoter regions (TSS+−2kb) were identified as PHF8-bound proteins. Taking account of the orthologous genes in human and mouse, we converted the phf8-bound human gene names into mouse’s homologous gene names (using the table of homologous genes of human and mouse reported previously^26^. These genes were chosen to combine with differentially expressed genes from microarray, and GO analysis was then conducted on DAVID website (https://david.ncifcrf.gov/).

### Immunohistochemistry

Mice were anaesthetized with sodium pentobarbital and perfused transcardially with saline followed by 1% paraformaldehyde (PFA) with 1% sucrose in 0.1 M phosphate buffer (PB, pH 7.4). The brains were then removed and post-fixed in the same fixative for 4 h at 4 °C, and immersed in 30% sucrose in PB for 24–48 h at 4 °C Transverse brain sections (14 μm) were cut in a microtome cryostat and processed for immunofluorescence. All the sections were blocked with 5% normal goat serum in 0.01 M phosphate-buffered saline (PBS, pH 7.4) with 0.5% Triton-X-100 for 1 h at room temperature and incubated over 48 h at 4 °C with primary antibody PHF8 (ab36068, Abcam) and NeuN (MAB377, Millipore). The sections were then incubated for 2 h at room temperature with Alexa 488 conjugated goat anti rabbit IgG (1:500, Molecular Probes), Alexa 594 conjugated goat anti mouse IgG (1:1000, Molecular Probes), and DAPI (1:1000, Sigma). Omission of the primary antibody served as a negative control. The stained sections were examined with a laser scanning confocal microscope (TCS SP5, Leica).

### Western blotting

The protein extracted from hippocampus was quantified using the DC protein assay (Bio-Rad). Equivalent protein were subjected to 8% SDS–PAGE, and transferred electrophoretically to nitrocellulose membranes. After blocking with 1% BSA, membranes were incubated with primary antibodies (from Cell Signaling Technology): RSK1 (8408, 1:1000), phospho-RSK1 (9346, 1:1000), S6 (2217, 1:1000), phosphorylated S6 (4858, 1:1000), and Kras (ab172949, 1:1000, abcam), CaMKII (PA5-35501, 1:500, Thermo), Phospho-CaMKII (AP20855PU, 1:500, Acris) mTOR (2983 S, 1:2000, Cell Signaling Technology), Phospho-mTOR (2971 S 1:2000, Cell Signaling Technology), β-Tubulin (T5201, 1:10,000, Sigma) or β-actin (a3854, 1:10,000; Sigma), GAPDH (M20006, 1:10,000, Abmart), then membranes were incubated with horseradish peroxidase-conjugated secondary antibody. The blots were detected using a chemiluminescence method (ECL system, GE Healthcare, Chalfont St Giles, UK) and exposed to radiography films. The intensity of blots was quantified with densitometry using Image J software (National Institutes of Health). The average blot density from the wild-type groups was set as 100%. The relative density values from *Phf8* null mice were determined by the average value of the wild-type groups after each was normalized to the corresponding β-actin. All uncropped blots are shown in Supplementary Fig. 9.

### Chromatin immunoprecipitation

Chromatin was prepared from hippocampi of wild-type and *Phf8* KO mice. The tissue was broken up and sonicated to a range of 0.3 to 0.5 kb. ChIP-qPCR experiments for PHF8 samples were carried out using the PHF8 antibody (93313, Novus), H4K20me1 antibody (ab9051, Abcam) and H3K9me2 (ab1220, Abcam) in a buffer (20.0 mM Tris-HCL, 0.1% SDS, 1% Triton-X-100, 2 mM EDTA, 150 mM NaCl). The final ChIP DNA and input were dissolved in ddH_2_O and used for real-time PCR. Primers used were shown in Supplemental Fig. 9. Several PHF8 antibodies were tried for Chip sequence assay, however, none is found adequate for sequence analysis after immunoprecipitation. H4K20me1 was performed as described before, and ChIP libraries were prepared with NEB ultra DNA ChIP Library Kit and sequenced on an Illumina HiSeq X.

### Rapamycin treatment

We dissolved fresh rapamycin (LC Laboratories) in the vehicle solution (specified below) before use. For in vivo experiments, we administered rapamycin intraperitoneally once daily at a dose of 5 mg kg^−1^ (vehicle: 5% Tween 80 and 5% PEG 400 in ddH_2_O). We administered injections for 3 days before tests and on the day of the behavioral tests. Specifically, injections were performed 3 h before the contextual fear conditioning test and 3 h before beginning training in the water maze experiment. For the electrophysiology experiment, the mice were intraperitoneally injected with rapamycin (5 mg kg^−1^) for 3 days before and on the day of the electrophysiological recording.

### Data availability

Microarray and ChIP-seq data have been deposited in the Gene Expression Omnibus database under accession code GSE107292. The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author on reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Phf8 histone demethylase deficiency causes cognitive impairments through the mTOR pathway
**Source:** Nat Commun. 2018 Jan 9;9:114. doi: 10.1038/s41467-017-02531-y
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary figure 1

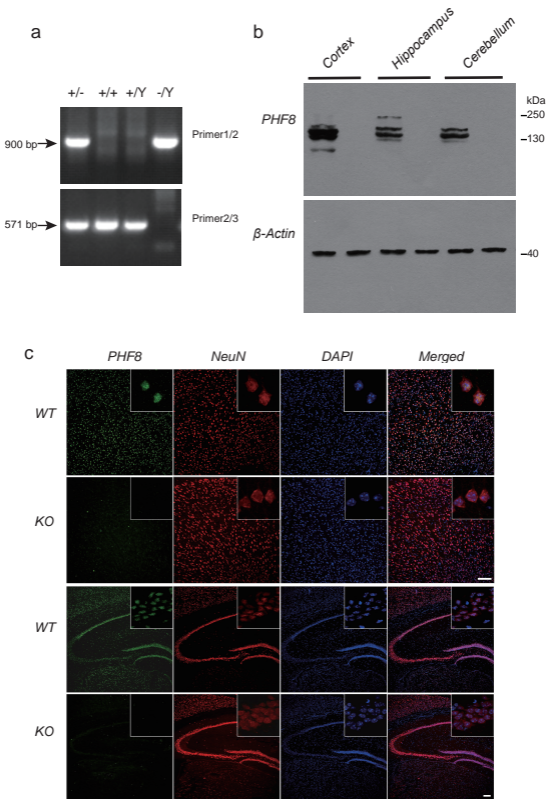

**Supplementary figure 1. Targeted disruptions of the catalytic JmjC domain of PHF8 were detected by DNA and Protein analysis.**

(a) Three primers were used to analyze the DNA of the mice. For male mice: +/-, using primer 1/2 and primer 2/3, 571 bp bands were obtained; -/Y, produced a 900 bp band using primer 1/2, but no products were obtained using primer 2/3. For female mice: +/-, 900 bp and 571 bands were obtained using primer 1/2 and primer 2/3, +/+, a 571bp band was obtained with both pair of primers.

(b) Western blotting results show PHF8 protein expression in the cortex, hippocampus and cerebellum in WT and KO mice.  $\beta$ -Actin was used as a control.

(c) PHF8 is expressed in the prefrontal cortex and hippocampus in WT mice, and defect in Phf8 KO mice (green: PHF8, red: NeuN, blue: DAPI). Scale bars, 200  $\mu$ m.

## Supplementary figure 2

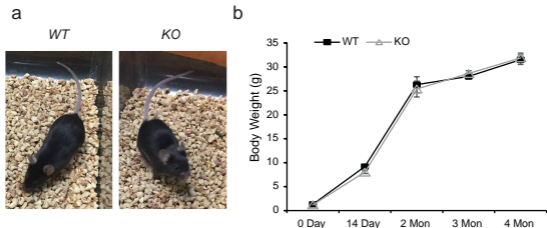

**Supplementary figure 2. Non gross morphological differences are found in Phf8 knock out mice.**

(a) The WT and Phf8 knockout mice showed no gross morphological differences.

(b) No differences are found in the body weight of Phf8 KO mice and their WT littermates at different age stages.

# Supplementary figure 3

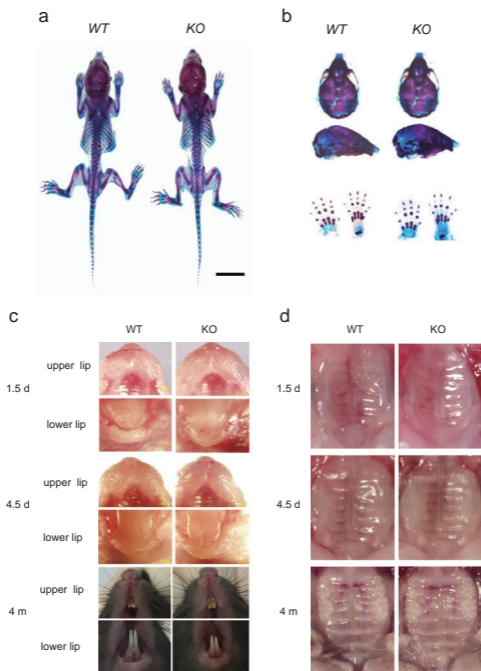

**Supplementary figure 3. Both Phf8 KO and WT mice show normal skeleton, lips and palates.**

(a) Alizarin red (a marker of bone mineralization) and alcian blue (a marker of cartilage) stained the overall skeleton of the Phf8 KO mice and their WT littermates. Scale bar, 1cm.

(b) Alizarin red and alcian blue stained the skeleton of the skull (up) and extremities (bottom).

(c-d) No differences are found between Phf8 KO and WT mice in their lips (c) or palates (d) at ages 1.5 days, 4.5 days or 4 months.

# Supplementary Figure 4

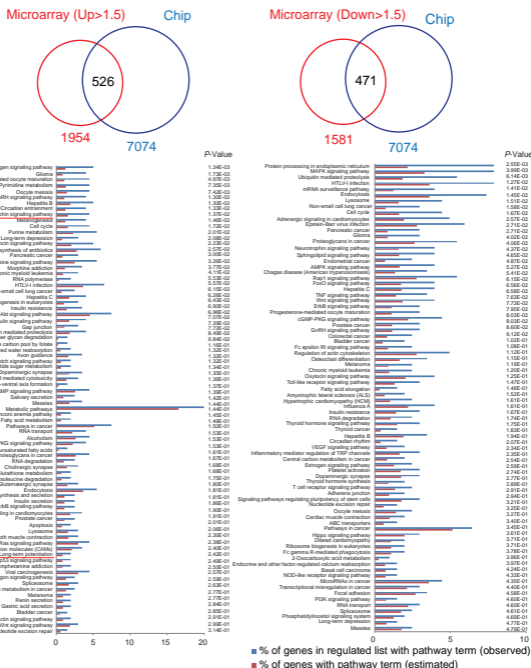

**Supplementary figure 4. Venn diagram of overlap between differentially expressed and PHF8-binding genes.**

Venn diagram showing the overlap between the differentially expressed genes identified from microarray analysis and PHF8-binding genes screened by CHIP-seq (chromatin immunoprecipitation followed by sequencing) analysis in the literature. The gene ontology (GO) analysis of overlapping data (Up > 1.5, 1.5 fold increase of mRNA expression in Phf8 KO mice as compared to their WT littermate) identifies a set of upregulated and downregulated genes. The red line highlights the pathway of neurotrophin signaling and long-term potentiation (LTP).

## Supplementary figure 5

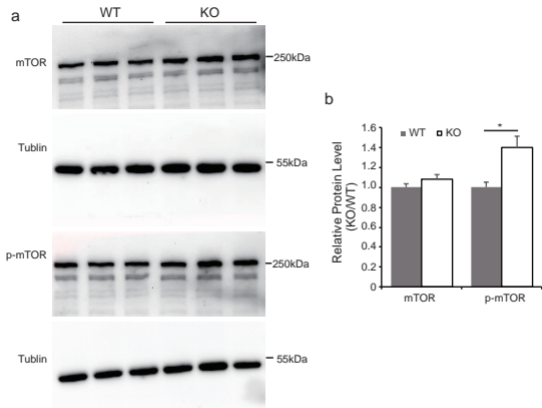

**Supplementary figure 5. mTOR and p-mTOR expression in Phf8-deficient hippocampus and their littermates.**

(a) Western blotting confirms the hyperactivity of mTOR. The total mTOR has no difference between the KO and WT group, however, phosphorylated mTOR level in PHF8-deficient hippocampus is higher than the wild type mice.

(b) The statistical quantification is shown in the panel (Unpaired t test, \* $p < 0.05$ ,  $n = 3$ ).

## Supplementary figure 6

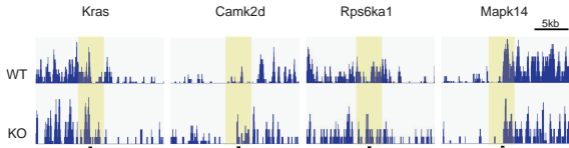

**Supplementary figure 6. Chip sequence analysis show increased H4K20me1 binding at the TSS of Kras, Camk2d and Rps6ka1.**

Normalized reads show the fold enrichment of H4K20me1 at Kras, Camk2d, Rps6ka1, and MAPK14. H4K20me1 binding at the TSS of Kras, Camk2d and Rps6ka1 were increased after PHF8 Knock out. High lights show region of TSS±2 kb. Black boxes show the TSS.

## Supplementary figure 7

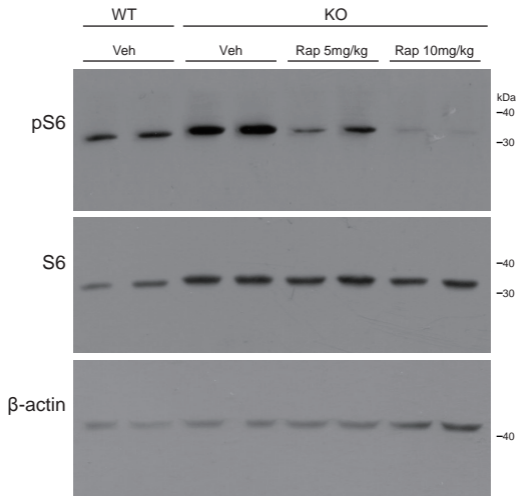

**Supplementary figure 7. Rapamycin treatment could inhibit S6 phosphorylation expression in Phf8 KO mice.**

The inhibition of S6 phosphorylation was analyzed via western blotting after different doses of rapamycin treatment. Rapamycin at 5 mg/kg was sufficient to inhibit S6 phosphorylation, and was used for all rescue treatment tests.

# Supplementary figure 8

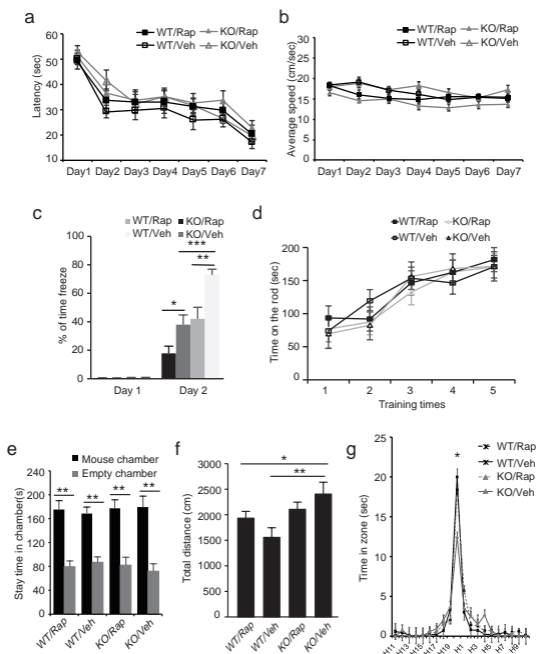

## Supplementary figure 8. Other behavior tests after rapamycin treatment.

(a) The escape latency time to reach the hidden platform (WT/Veh,  $n = 12$ ; WT/Rap,  $n = 11$ ; KO/Veh,  $n = 12$ ; KO/Rap,  $n = 11$ ; WT/Veh vs KO/Veh  $p$  value=0.0098, Two way ANOVA).

(b) Average swimming speed during the 7-day training, no difference are shown among the four groups (WT/Veh,  $n = 12$ ; WT/Rap,  $n = 11$ ; KO/Veh,  $n = 12$ ; KO/Rap,  $n = 11$ ; unpaired two-tailed t-test).

(c) In contextual fear conditioning test, the percentage of freezing time in the WT/Veh group is much higher than in other three groups (WT/Veh,  $72.9 \pm 4.01\%$ ,  $n = 10$ ; WT/Rap,  $42.1 \pm 8.11\%$ ,  $n = 14$ ; KO/Veh,  $38.0 \pm 6.79\%$ ,  $n = 11$ ; KO/Rap,  $17.85 \pm 5.05\%$ ,  $n = 13$ . Unpaired two-tailed t-test,  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ).

(d) In the Rota-rod test, the latency to falling down was measured. No differences are shown among the 4 groups.

(e) In the sociability test, the stay time in mouse chamber and empty chamber were recorded (WT/Rap,  $n = 11$ ; WT/Veh,  $n = 13$ ; KO/Rap,  $n = 10$ ; KO/Veh,  $n = 10$ ; unpaired two-tailed t-test,  $**p < 0.01$ ).

(f) In open field test, the total distance travelled in 20 minutes was measured in each group. Rapamycin treatment has no obvious therapeutic effects on the Phf8 KO mice. (WT/Veh,  $1557.53 \pm 188.41$  cm,  $n = 12$ ; WT/Rap,  $1933.16 \pm 133.24$  cm,  $n = 14$ ; KO/Veh,  $2405.20 \pm 232.31$  cm,  $n = 11$ ; KO/Rap,  $2106.35 \pm 140.64$  cm,  $n = 13$ . Unpaired two-tailed t-test,  $*p < 0.05$ ,  $**p < 0.01$ ).

(g) Time travel in each zone around holes during the probe trial (90s) (WT/Rap,  $n = 11$ ; WT/Veh,  $n = 12$ ; KO/Rap,  $n = 10$ ; KO/Veh,  $n = 10$ ; unpaired two-tailed t-test,  $*p < 0.05$ ).

## Supplementary figure 9

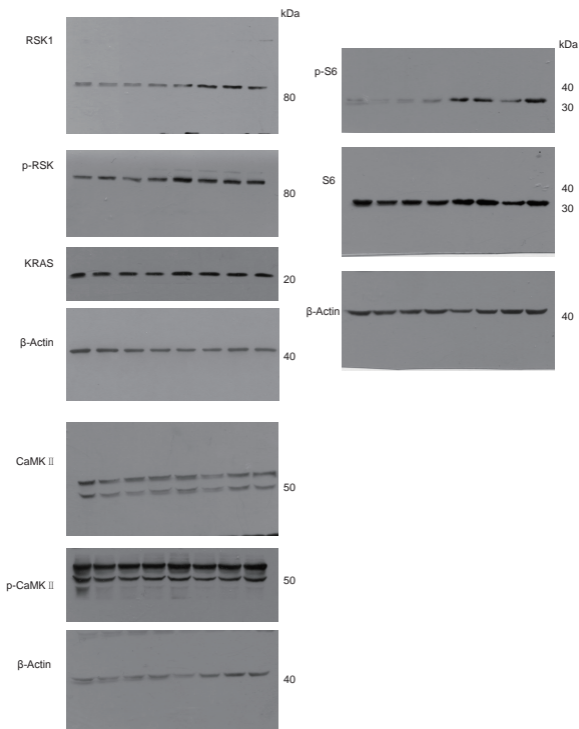

Supplementary Figure 9. Uncropped Western blots of figure 3b and figure 3c.

Supplementary table 1. Neurotrophin signaling pathway related genes

| Probe_Set_ID | Fold_change | Regulation | Gene Symbol | Gene Title                                               |
|--------------|-------------|------------|-------------|----------------------------------------------------------|
| 1416896_at   | 1.790323    | up         | Rps6ka1     | ribosomal protein S6 kinase polypeptide 1                |
| 1420261_at   | 3.563447    | up         | PSEN1       | presenilin 1                                             |
| 1422659_at   | 2.061575    | up         | Camk2d      | calcium/calmodulin-dependent protein kinase II, delta    |
| 1426229_s_at | 2.1034      | up         | Kras        | v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog     |
| 1418508_a_at | 1.865441    | up         | GRB2        | growth factor receptor bound protein 2                   |
| 1431542_at   | 2.669818    | up         | PSEN2       | presenilin 2                                             |
| 1450326_at   | 2.2623      | up         | SHC3        | src homology 2 domain-containing transforming protein C3 |
| 1444162_at   | 4.816175    | up         | FRS2        | fibroblast growth factor receptor substrate 2            |
| 1438825_at   | 17.00923    | up         | CALM1       | calmodulin 1                                             |

## Supplementary table 2. LTP pathway related genes

| Probe_Set_ID | Fold_change | Regulation | Gene Symbol | Gene Title                                            |
|--------------|-------------|------------|-------------|-------------------------------------------------------|
| 1416896_at   | 1.768468    | up         | Rps6ka1     | ribosomal protein S6 kinase polypeptide 1             |
| 1422659_at   | 1.503502    | up         | Camk2d      | calcium/calmodulin-dependent protein kinase II, delta |
| 1426229_s_at | 1.72347     | up         | Kras        | v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog  |

# Supplementary table 3. Primers for quantitative real-time PCR

| Primer name  | Primer sequence      | Primer efficiency |
|--------------|----------------------|-------------------|
| Camk2d-F     | GTGGCGAACTGTTTGAAGAC | 1.06              |
| Camk2d-R     | AATTCTCAGGCTTCAGGTCC |                   |
| Rps6ka1-F    | GTCTCGGTGTAGCAGCAG   | 0.97              |
| Rps6ka1-R    | GAAGTCTGGCCATTCTCCG  |                   |
| Kras-F       | ATGTGCCTATGGTCCTGGTA | 1.00              |
| Kras-R       | CATCGTCAACACCCTGTCT  |                   |
| mus GAPDH -F | TGAAGCAGGCATCTGAGGG  | 0.99              |
| mus GAPDH -R | CGAAGGTGGAAGAGTGGGAG |                   |

Supplementary table 4. Primers for ChIP-qPCR

| Primer name | Primer sequence        | Primer efficiency |
|-------------|------------------------|-------------------|
| Kras 1F     | TCCCACCACTAGGAGGTATG   | 0.90              |
| Kras 1R     | CTAGCTTACTCCC GTTGCTC  |                   |
| Kras 2F     | CTGTAAGGGCTGTGACATTG   | 0.89              |
| Kras 2R     | TGTTTTACGACACAAAGCC    |                   |
| Kras 3F     | GCAAGGTTACTTGGCATGTT   | 0.99              |
| Kras3R      | ACCCCTCAGATTTTCAAGGA   |                   |
| Cdmk2d 1F   | ATCAAGATCCCAGGGGAGAAAA | 0.94              |
| Cdmk2d 1R   | CCCCACCTCTGTCTTTGCTTT  |                   |
| Cdmk2d 2F   | CTTTGAGGAGCTCGGAAAGT   | 0.88              |
| Cdmk2d 2R   | AAGGTTTCCTTCCCTGTGTG   |                   |
| Cdmk2d 3F   | GAGTCTCATGGGGTGTCTTG   | 0.91              |
| Cdmk2d 3R   | AGCAGTGCTACTGAGCATTT   |                   |
| Rps6ka1 1F  | TCCTCCAATGTTGGGGTTG    | 0.92              |
| Rps6ka1 1R  | ATGGCACTGTGGATAAAGCA   |                   |
| Rps6ka1 2F  | ACTCACAGCTTTACCCTAGC   | 0.95              |
| Rps6ka1 2R  | GGAAATGTGACAGTCTCCCC   |                   |
| Rps6ka1 3F  | CAAAGGTGAGGGAGCTTTCA   | 0.90              |
| Rps6ka1 3R  | TCACCAATCATTCCGTAGGC   |                   |
| MAPK 14 1F  | CTCACCCCTGGTATCTTCCT   | 1.09              |
| MAPK 14 1R  | ACTCTGTTTTACCGTGGAGG   |                   |
| MAPK 14 2F  | CTGTAGGGCAAAGCC TGAC   | 1.03              |
| MAPK 14 2R  | GGGGTGCTGCTAATTCAAGT   |                   |
| MAPK 14 3F  | CTCTGGGAGGCTGTTTTAGT   | 0.96              |
| MAPK 14 3R  | GCAAAGGCCTGATTATGAGC   |                   |

How the deposited data were processed for this re-analysis (not part of the article)

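Hippocampus of 3 WT and 3 Phf8 KO samples was measured on Affymetrix mouse arrays, 1 array per sample, and the sample labels give an age of 10 weeks. The deposited log2 values are MAS5 signals per probe set. The submitters' processing notes name MAS5 and affy without versions, and the paper names GeneSpring and a filter on Absent calls. Detection calls and control probe sets were not used here. On the linear scale, the authors' scaling leaves a mean signal between 497.4 and 498.1 on each array after 2% of probe sets is trimmed at each end. The log2 values run from -4.62 to 14.91.

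From there, probe sets were kept when they exceeded the 40th percentile of their array on at least 3 of 6 arrays, as a stand-in for the filter on Absent calls. Gene names came from a table that pairs 34945 of the 45037 probe sets with 1 gene, gives several genes for 932 and does not hold 9160. Symbols were checked against RefSeq genes of GRCm38.p6, and none changed. That assembly was used for names and for which genes are neighbours, and no coordinates are given. Probe sets of Supplementary Table 1 that the gene table does not name take their names from the supplement, and gene counts and list tests leave them out. All 9 probe sets of that table are in the adjustment over the list, and the results of 3 of them are not reported here. The kept probe sets with 1 symbol (23132) gave 12903 genes, each represented by its brightest one.

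KO minus WT was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), and p-values were adjusted by Benjamini-Hochberg. A fold of 1.5 was counted from the difference of mean log2 signals. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry as alternatives, and lists with fewer than 5 measured genes were left out of the tests. The 35 lists cover signaling, synaptic, stress, chromatin and metabolic genes, X-linked genes and markers of the cell types and neighbouring tissues of the hippocampus. The lists, tests and alternatives of the plan were fixed before the data were examined. Added later were 4 lists used for technical explanations, written after a first look but before the values of their members were seen, and 3 tests of technical explanations, the gene-by-gene array weights and the offset on the other blood cell genes, chosen after results were seen. In the text are named Phf8 and its family, the genes the paper names, 10 higher and 10 lower genes without overlap between the groups, first those past an adjusted p of 0.05 by size and then those with the smallest p, and up to 4 genes of each list with the smallest p. Values in the paper's supplementary tables had been seen when that rule was written. Other genes are named as members of the 4 later lists or as markers behind a technical explanation, chosen after the values of the first lists were seen.

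The fit was tested on simulated data for KO minus WT with 12903 genes. It recovered 60 of 100 genes changed by 1 on the log2 scale and 93 of 100 changed by 2, with 6 false calls. Alternatives were quantile normalization, median centring, no filter and filters at the 20th and 60th percentile, an offset of 18.5 signal units before log2, other variance models, array weights, the replicate number as a block, other gene rules and fold changes, and leaving out each array. With 3 arrays per group, the number of arrays limits the precision. The published PHF8 binding sites were not used here. Figures were drawn from the same values.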

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

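The tests of a mislabelled genotype, of blood vessels and of thalamic tissue as the source of the lower stress-related lists were chosen only after those results were seen. The lists behind the other tests were written after a first look at the arrays, before the values of their members were seen, and how far a value had to exceed its standard error was settled after the medians of blood vessels, clock genes and stress-related lists were seen, as was the use of the offset on the other blood cell genes. The 3 patterns were seen in genes outside those the paper discusses. The array of the first pattern, KO replicate 3, also weighs on genes the paper lists. The probe sets of Rps6ka1, Camk2d and Grb2 are highest on that array (8.18, 10.24 and 9.92). Without it their folds are 1.23, 1.43 and 1.35, against 1.497, 1.65 and 1.54 with all arrays.

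KO replicate 3 stands apart from the other 5 arrays, and 11 markers of the thalamus have a median 2.73 above the WT mean there on the log2 scale. A mislabelled genotype is argued against by Phf8, which lies -1.67 from the lowest WT array there while the WT arrays span 0.24. A candidate explanation is thalamic tissue in the sample: on a second list of 7 thalamic and habenular genes the array lies 2.38 above the mean of the others, and abundant markers such as Zic1, Prkcd and Slc17a6 have log2 signals of 13.61, 12.29 and 12.23 there against WT means of 9.93, 8.94 and 9.50. All 11 genes of the first list and 5 of the second exceed the filter level in every WT array, and 1 is also in another list. KO replicates 1 and 2 have low Phf8 too (8.23 and 8.55), but their medians on the first list are only 0.19 and 0.24. For those 11 genes, this argues against an effect of genotype of like size in all KO samples. An effect of genotype confined to a single KO sample stays open as untested. Poor RNA or hybridisation of that array stays open too. Among the 6015 genes with more than 1 kept probe set, the deviations of the probe sets there correlate at 0.447, against 0.311 to 0.378 on the other arrays, which met the bound of 0.4 set against that explanation. That bound was wrong, since the deviations are larger there (SD 0.663 against 0.295 to 0.383), which raises the correlation by itself, and RNA loss that differs between transcripts would move both probe sets of a gene together.

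Blood cell genes are lower in all 3 KO samples, with Hbb-b2 at -3.53 on the log2 scale. That size depends on the background, since its KO mean of 5.24 lies below the filter levels. The platelet genes Ppbp and Pf4, chosen after their values were seen, had unadjusted p = 0.000105 and 0.000191 from limma. Neither passed over all genes (adjusted p = 0.0972 and 0.154). Fewer blood vessels are argued against by 15 endothelium markers, with a median of 0.048. Less residual blood in the KO samples and a change in blood cells with genotype cannot be told apart here, since the 2 coincide in these samples and the test does not decide. Of 10 measured genes of platelets, neutrophils and late erythroid cells outside the first list, 9 are lower. Among them are Fech (-0.69), and S100a9 and Trim10, whose KO means lie at background (4.32 and 4.86). The platelet genes Gp1bb (-0.28) and Itga2b (-0.40) are among them too, at unadjusted p = 0.166 and 0.277 from limma. The median of the 10 is -0.33 with a standard error of 0.38, and -0.27 with an offset before log2. These lie on either side of the bound of -0.3 set for it. The median is -0.07 in KO replicate 1, -0.47 in replicate 2 and -0.41 in replicate 3. An effect of genotype stays open as untested.

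Cytosolic heat shock genes have a median of -0.22 in KO, and genes of protein folding in the endoplasmic reticulum and glucocorticoid-responsive genes are lower too. With an estimated correlation none of the 3 lists was called (adjusted p = 0.258, 0.185 and 0.592 from camera). In KO replicate 3 the glucocorticoid-responsive median lay 0.28 above the WT mean. That list was not called without KO replicate 1 (adjusted p = 0.144) or 2 (adjusted p = 0.299). Thalamic tissue in KO replicate 3 is argued against as the source, since without that array the 62 members of the 3 lists have a median of -0.28. Another time of day at harvest and genotype cannot be told apart here. Clock genes high late in the light phase (6 measured, median -0.13) and late in the dark phase (5 measured, median 0.00344) differ by -0.14. That is within the bound of 0.2 set against another time of day, but with a standard error of 0.14. This error was computed for a difference of means over genes. Genes are not independent replicates, so it does not measure the spread between samples. Without KO replicate 3 those medians are -0.09 and -0.18. Dbp, a clock-controlled gene outside these lists, was the higher gene with the smallest p. A difference in handling before harvest was not tested, and an effect of genotype may equally underlie the pattern.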

How the results depend on the processing

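The alternatives here were fixed before the data were examined, apart from array weights estimated gene by gene, used because the default estimate of weights did not converge, and the offset for the median of other blood cell genes, chosen after seeing the data. The cause of the changes below was not tested, except where fewer arrays or another set of probe sets is itself the change. Adjusted p under 0.05 was reached by 8 genes, and by 5 after median centring, 0 without a trend in the variance in limma (980 at an unadjusted p under 0.05), 115 with array weights (55 higher), 4 with the replicate block and 0 to 53 when leaving out 1 array, where the highest is without KO replicate 3. The 8 genes were all among those called with the 60th percentile filter, the offset and array weights. Counts of genes at least 1.5-fold higher (535 at first) were 1893 with no filter, 1165 with the 20th percentile, 216 with the 60th percentile, 1052 as probe sets, 804 for any probe set of a gene, 124 where all 3 KO arrays exceed the fold, and 422 to 961 leaving out 1 array. Counts of genes lower (262 at first) were, in the same order, 1420, 847, 105, 1048, 747, 33 and 228 to 553, and 158 with the offset, 163 with array weights and 166 from linear means. The number of genes at least 1.5-fold changed with unadjusted p under 0.05, 352 at first, was 635 with no filter, 180 with the 60th percentile, 755 as probe sets, 574 for any probe set and 242 to 722 leaving out 1 array.

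Phf8 passed with the 60th percentile filter (-1.51), the offset (-1.45), array weights (-1.50) and without KO replicate 3, with -1.65 to -1.37 leaving out 1 array, and its dimmest probe set gave 0.32. Its adjusted p ranged from 0.000493 to 0.494 over the settings for its bright probe set. The opposite direction appeared on 1 dim probe set each of Camk2d (-0.36) and Mapk14 (0.56). Of 6 probe sets of Supplementary Table 1, adjusted over all 9 of the list alone, 0 passed at first, then 2 without a trend, 1 with array weights and 2 with the replicate block. The gene list tests called 10 lists, 0 with an estimated correlation, 0 with fry (lowest adjusted p = 0.0876) and 8 to 12 leaving out 1 array. The mTOR list has a median of 0.00468 and a mean of 0.02, while camera gives a lower and fry a higher direction, and its median ran from -0.046 to 0.028 leaving out 1 array. Camk2g (-0.034 to 0.092, lowest without WT replicate 2) and Mtor (-0.030 to 0.39, lowest without KO replicate 3) changed sign when 1 array was left out. Of the other settings for single genes and probe sets, 35 brought one past the threshold and 19 took one below it, while leaving out 1 array did so 20 and 38 times.

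Rps6ka1 kept its direction in all settings run. Signals near background limit dim probe sets: the filter levels lie at signals of 53.3 to 66.4.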

Differences from the paper's values

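The paper's count of genes at least 1.5-fold higher is 1954, and here it is 535. The paper's count of genes at least 1.5-fold lower is 1581, and here it is 262. Both counts use the paper's fold threshold, but its filter on Absent calls was replaced by a filter on signal. Of the alternatives set before the data were examined, the setting with no filter has counts within 1.5 times of the paper's (1893 and 1420). None of the other settings does, but these did not vary the filter and the unit counted, genes or probe sets, together. Counted as probe sets, 1052 were higher and 1048 lower with the filter used here. With the 20th percentile filter they were 2989 and 2849, and with no filter 5464 and 4799. The paper's counts lie between these filtered probe set counts. The match with no filter thus does not show that the paper's counts were unfiltered.

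The paper's fold for Frs2 is 4.82, and here it is 2.97. Its probe set exceeds the filter level on 0 of 6 arrays, so the fold depends on the background, and over the settings it ran from 1.54 with the offset to 5.13 without WT replicate 3. That setting, array weights (4.74) and leaving out KO replicate 2 (3.43) or KO replicate 3 (3.22) come within 1.5 times of the paper's value, and the other settings, such as the offset and linear means (2.28), do not.

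The paper gives Rps6ka1 and Camk2d as overexpressed in KO. Its supplement prints 2 folds for each probe set, 1.79 and 1.77 for Rps6ka1 and 2.06 and 1.50 for Camk2d, and says of neither, nor of the fold of Frs2, how it was computed. Camk2d and Rps6ka1 are higher here too, at folds of 1.65 and 1.497, without passing a test. Rps6ka1 reaches 1.5-fold from linear means (1.56) and when WT replicate 2 (1.513), WT replicate 3 (1.511), KO replicate 1 (1.61) or KO replicate 2 (1.69) is left out. It is 1.23 without KO replicate 3, 1.31 with array weights and 1.44 with the offset. Camk2d is below 1.5-fold with array weights (1.36) and without KO replicate 3 (1.43). Camk2d passes over the 9 probe sets with the replicate block (adjusted p = 0.0431), as does Grb2 (adjusted p = 0.0493), but the labels do not state that pairing. Grb2 also passes with array weights (adjusted p = 0.0302), and without a trend in the variance of limma Grb2 and Shc3 pass. The paper gives Mapk14 as not changed, and its bright probe set differs by -0.09 here, while a dimmer one differs by -0.98.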

Other observations

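The test of the X chromosome neighbours was planned, and how its result is read was settled after its value was seen. Kdm7a, a paralog of Phf8 in the same demethylase family, was lower on all 3 of its probe sets that passed the filter. The brightest differed by -0.50 (standard error 0.16, unadjusted p = 0.0137, adjusted p = 0.586 from limma), all 3 KO arrays lay below the WT arrays, and the next brightest differed by -0.61 (unadjusted p = 0.00136). Phf2, the third gene of the family, differed by -0.17. Of mTOR signaling genes, 24 of 43 were higher and 19 lower (adjusted p = 0.868 from camera), with Rps6ka1 left out. Deptor, an inhibitor of mTOR, was higher by 0.62 (unadjusted p = 0.00223, adjusted p = 0.430). Mtor itself differed by 0.19, or -0.03 without KO replicate 3, and Rps6 by -0.26 (adjusted p = 0.714). The NMDA receptor gene Grin3a was higher by 0.69 and the serotonin receptor gene Htr2c by 0.85 (adjusted p = 0.425 and 0.430).

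Markers of oligodendrocytes had a median of 0.21 (11 of 16 higher, adjusted p = 0.0633 from camera, with 3 higher and 1 lower adjusted over the list alone), with the myelin genes Mog at 0.87 and Mbp at -0.20. The remaining lists were not called by camera, with these medians of KO minus WT on the log2 scale, and in parentheses the median without KO replicate 3 where it moved by more than 0.1. Glutamate receptors and postsynaptic scaffolds had 0.01, presynaptic vesicle genes -0.10, GABA signaling 0.19 (0.05), serotonin receptors -0.03 (0.15), cytosolic ribosomal proteins 0.01 and cell cycle genes 0.08. Histone demethylases had -0.10, H4K20 and H3K9 methyltransferases -0.08, X-linked intellectual disability genes -0.01, the 17 measured genes near Phf8 0.04, and interferon response and antigen presentation -0.06. Among cell types, CA1 pyramidal cells had -0.43 (0.00502), CA3 pyramidal cells -0.13 (0.08), interneurons 0.13, neocortex and subiculum 0.14, oligodendrocyte precursors 0.10, astrocytes 0.05, microglia -0.07, and pericytes and smooth muscle 0.06. Choroid plexus markers had -0.19, and 0.83 without KO replicate 3 (adjusted p = 0.00189), while their medians spread from -0.97 to 0.97 over the WT arrays alone. The 4 erythrocyte markers, too few for a list test, had -3.80 (-3.93), on KO signals near background. Median, mean and test differ in sign for the glutamate receptor list (mean 0.000185, lower by camera, with Homer1 as a member), serotonin receptors (mean 0.08, higher by camera), interferon response (mean -0.02, higher by camera) and the genes near Phf8 (mean -0.24, lower by camera, with Alas2 as a member).

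DNA of the 129 strain kept around the targeted allele was tested as a source of differences in the 80 measured neighbours of Phf8 on the X chromosome, 40 on each side in GRCm38.p6. Of these, 8 (10%) had an unadjusted p under 0.05, against 956 of 12822 other genes (7.46%), with p = 0.247 in a one-sided Fisher's exact test. The odds ratio of 1.38 has a 95% interval of 0.57 to 2.88, too wide to exclude such an effect, so although p met the bound of 0.2 set beforehand against this explanation, that bound was too weak to decide, and the matter stays open. The neighbours include Alas2, also a red cell gene, Maged2 (0.75) and Htr2c.

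With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. The real split gave 8 genes with adjusted p under 0.05, against at most 0 in the other splits, and 1 of the 10 splits reached that number. It gave 352 genes at least 1.5-fold changed with unadjusted p under 0.05, against at most 269 (1 of 10), and 10 called gene lists, against at most 9 (1 of 10).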
